# Reconstruction of *Escherichia coli *transcriptional regulatory networks via regulon-based associations

**DOI:** 10.1186/1752-0509-3-39

**Published:** 2009-04-14

**Authors:** Hossein Zare, Dipen Sangurdekar, Poonam Srivastava, Mostafa Kaveh, Arkady Khodursky

## Abstract

**Background:**

Network reconstruction methods that rely on covariance of expression of transcription regulators and their targets ignore the fact that transcription of regulators and their targets can be controlled differently and/or independently. Such oversight would result in many erroneous predictions. However, accurate prediction of gene regulatory interactions can be made possible through modeling and estimation of transcriptional activity of groups of co-regulated genes.

**Results:**

Incomplete regulatory connectivity and expression data are used here to construct a consensus network of transcriptional regulation in *Escherichia coli *(*E. coli*). The network is updated via a covariance model describing the activity of gene sets controlled by common regulators. The proposed model-selection algorithm was used to annotate the likeliest regulatory interactions in *E. coli *on the basis of two independent sets of expression data, each containing many microarray experiments under a variety of conditions. The key regulatory predictions have been verified by an experiment and literature survey. In addition, the estimated activity profiles of transcription factors were used to describe their responses to environmental and genetic perturbations as well as drug treatments.

**Conclusion:**

Information about transcriptional activity of documented co-regulated genes (a core regulon) should be sufficient for discovering new target genes, whose transcriptional activities significantly co-vary with the activity of the core regulon members. Our ability to derive a highly significant consensus network by applying the regulon-based approach to two very different data sets demonstrated the efficiency of this strategy. We believe that this approach can be used to reconstruct gene regulatory networks of other organisms for which partial sets of known interactions are available.

## 1 Background

One of the goals of systems biology is to elucidate functionally relevant regulatory interactions[1,2]. Since changes in gene expression are in part determined by such interactions between regulators and their target genes, genome-wide expression data can be effectively used to impute regulatory transcriptional networks. One approach, which is based on the assumption that functionally related genes should show similar transcriptional activity across time points or different environmental conditions, uses clustering to identify sets of genes with similar expression profiles [3] and regulator-specific network modules [4]. However, the utility of this pioneering approach was limited by the greedy nature of clustering and lack of a quantitative measure of interactions between genes.

To overcome these limitations more complex statistical and mathematical models have been proposed, which are briefly summarized below and in Table 1. The first class of gene regulatory network models considers a gene regulatory network as a linear and time continuous system, with the transcriptional activity of genes described by a time continuous dynamical system of first order differential equations [5-7] or by stochastic dynamical equations, a framework based on a state space model [8] or Dynamic Bayesian network [9,10]. Boolean gene regulatory networks [11-13] are particular cases of dynamic networks which assume that the time and states of the system are discrete. Genes are the network nodes which are in one of two binary on/off states, which is the boolean function of the each node inputs' states. These methods often use time series data collected over a small number of time points, compared to the large number of genes, which results in an under-determined problem [14,15]. The algorithms falling in the second category, including relevance networks [16-18], Bayesian networks [19] and graphical Gaussian models (GGM) [20,21], impute gene networks by establishing connectivity (edges) between genes based on the dependencies in their expression profiles. The GGMs and relevance networks model conditional and marginal independencies, respectively, among the gene pairs. The application of the GGMs is limited to the gene networks with the number of experimental measurements significantly greater than the number of genes. Similarly, the relevance network algorithm, which uses mutual information between genes and treats gene expression levels across different conditions as ensembles of single random variables, can capture the condition-specific activity of the genes only when the sample size is very large.

**Table 1:** Models of Gene Regulatory Networks

Gene Network Methods	Brief Descriptions
Differential Equation Models, [5-7]	Require time series data, limited to small-scale networks, quantify interactions, associations are based on mRNA levels

Boolean Networks, [11-13]	Require time series data, limited to small scale networks, associations are based on mRNA levels

Bayesian Networks and Graphical Models, [19-21]	Measure the marginal and conditional dependencies among genes, associations are based on mRNA levels, learning the structure of large scale networks is highly complex

Relevance Networks [16-18]	Measure the linear or nonlinear correlations among genes, associations are based on mRNA levels and may not be direct.

Matrix Decomposition, [27,28]	Require complete knowledge of a potential connectivity network, refine and quantify the network using gene expression data

Supervised Methods, [35] and this paper	Require partial knowledge of the connectivity network, association are based on activity profile of transcription factors

Yet another approach to inferring gene regulatory networks is through non-greedy decomposition of gene expression data matrices to uncover hidden, often overlapping, regulatory signals and transcriptional connectivity patterns. Since the data does not have to be a time series, one can collect data for as many different experiments as possible and combine them to increase the sample size and prevent the problem of under-determination. Principal component analysis (PCA) [22] or singular value decomposition [23-25] and independent component analysis (ICA)[26] can be used to determine the low-dimensional representation of the data through decomposing the original data into a few regulatory signals which explain most of the data. However, the orthogonality assumption of PCA and the statistical independency assumption of ICA place methodological constraints on biological signals. Network component analysis (NCA) [27] is another matrix decomposition method, devised specifically for gene expression data, which takes advantage of available knowledge about the connectivity pattern of the network. The NCA method and a two-stage matrix decomposition model in [28] assume that the connectivity matrix is fully known, and, therefore, it does not predict any new interaction among the genes and transcription factors.

In this paper we introduce a new and highly efficient approach to the problem of gene network inference through a simple model selection algorithm. The algorithm uses gene expression data and documented transcriptional connections to predict a more complete structure of the transcriptional network. The method is based on covariance models of the co-regulated gene sets. We demonstrate that this approach can uncover previously uncharacterized regulatory interactions and simultaneously estimate the activity profiles of regulators from the corresponding covariance matrices. Comparison with the relevance network and GGM algorithms on two different data sets demonstrated the advantage of using the "gene"-"regulon" associations (the present method) over the "gene"-"regulator" associations (relevance networks and GGM). The proposed method outperformed both algorithms on both data sets at a very high significance margin with a recall value of more than 62% and precision value of 64%. We confirmed some of the predicted interactions by experiment and literature mining.

## 2 Results and Discussions

### 2.1 Data sets

Microarray gene expression data for more than 100 arrays representing 46 biologically distinct conditions have been used to reconstruct the underlying large scale transcriptional regulatory network of *E. coli*. The conditions covered a spectrum of environmental and genetic perturbations and drug treatments. 

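Additions of single amino acids or nucleosides made up 22 of the conditions. Growing cultures of E. coli MG1655 in M9 medium with 0.4% glucose received 1 mM of 1 of 17 amino acids or 5 nucleosides. RNA taken 10 min later was compared with RNA from the same kind of culture before the addition, on cDNA microarrays with both RNAs labelled in different dyes. The values used here are the authors' mean log ratio per gene and addition, with the cells before the addition as the reference channel, so that a negative value is read as less transcript after the addition. The labels give 2 to 3 biological replicates for each mean, and the design of the series gives 2 to 4 with dye swaps. The base of the logarithm, the background correction and the normalization are not given in the sources used here, so the values are called log ratios and are not turned into folds. Labels for 6 of the additions (alanine, arginine, glutamate, glutamine, isoleucine and proline) name 1 dye orientation, and those for the other 16 name both. Of 4065 probes, 3882 carried 1 gene symbol and were used, and none of their values was missing. The median log ratio of an addition lay between -0.005 and 0.026. Since each addition is represented by 1 averaged column, no test between replicates was possible within an addition, and no error can be given for a single log ratio. A list of genes was set instead against 10000 random lists of the same size from the same column, and against the other 21 additions. Relations between genes were tested across the 22 additions.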

The environmental perturbations, in addition to those described in [29] (Data set is available at NCBI Gene Expression Omnibus (GEO) with accession number: GSE4357-GSE4380), included different amino acid and nucleotide additions and limitations (NCBI GEO Series accession number: GSE15409). After filtering the collected expression data by a series of different criteria (removing genes with low variance expressions across conditions, with small absolute values and with low entropy profiles across conditions), expression measurements of 3658 genes were used in this study.

A second data set used in our study was published in [17] and was obtained from Many Microbe Microarray database (*M*^3*D*^) web site . This set contained expression levels of *E. coli *genes across 524 arrays which resolved into 189 different experimental conditions. It should be noted here that not only do these two data sets cover very different genetic or environmental perturbations, but they also have been collected on two different microarray platforms: cDNA microarrays and Affymatrix Genechips.

The connectivity matrix obtained from RegulonDB [30]. This connectivity matrix contained the connectivity pattern between 1210 genes (we only considered genes having expression measurements in our data set) and 137 transcription factors having more than two known targets.

### 2.2 Algorithm

For each transcription factor, the core regulon, consisting of the set of known targets, is identified from the known connectivity matrix described above. This information is used to learn a covariance model for each transcription factor. The covariance matrices are estimated from the expression data of genes assigned to regulons. The gene expression measurements of the group of *K *genes controlled by a TF are treated as *K *realizations of an independent random variable with the same distribution and, therefore, the weighted sample covariance matrix estimation method was applied to approximate the TF's model covariance matrix. Higher weight is given to those gene samples that are exclusively controlled by the TF. The bootstrap procedure is incorporated to increase the estimation accuracy of covariance model for those TFs with the low number of known targets. Then the algorithm computes the Gene-Regulon association score for each gene-regulon pair using the likelihood function defined in the Method Section. Finally, the activity profiles of transcription factors are estimated using the eigenvalue decomposition procedure. The regulon-based methodology assumes that the expressions of target genes vary with the activity of their regulator, which does not have to be determined solely by its transcript levels but can be a combination of latent factors including abundance, modification status, interaction with low molecular weight effectors or other proteins.

### 2.3 Performance Comparison

To assess the relative performance of our algorithm, we compared our algorithm with the relevance network method developed in [17], and with GGM method presented in [21]. We did not include other relevance network methods such as [16,18] and Bayesian networks [19] because the method in [17] outperforms them.

Since we were interested in transcriptional regulatory interactions (interactions between transcription factors and their target genes), we built a network by comparing scores for all possible pairs of transcription factor-gene targets. To make a fair comparison, in each method for each gene we ranked the regulators based on their association scores with that gene. A regulator which has the maximum association score with a gene was assigned to that gene. The second regulator was assigned to the gene if the corresponding association score was greater than the minimum of the association scores of the genes assigned to that regulator in the first round. This procedure was repeated and assignments were made, if warranted by the association score, for the lower ranking regulators as well. This procedure is different from those that use a global threshold parameter to select the edges. Assignment of regulators based on a global threshold for all TFs results in a very limited number of predictions, although with a good precision. Due to the large scale of the data, it is reasonable to assume that there should be at least one regulator that can explain the gene expression data of each gene. Although, this association may not be discovered through the dependency between the expression level of the gene and the mRNA level of a gene coding for the transcription factor, it may be discovered using gene-regulon based association, and this is what we would like to demonstrate.

We compared the prediction results of these three algorithms over the set of known interactions in RegulonDB database [30], which was compiled to a binary matrix of interactions between 1210 genes and 137 transcription factors. Because this data set is incomplete and there are no negative controls, the appropriate measures to compare the performance of the algorithms is recall and precision, see [Additional file 1] for the procedural details.

The results for two data sets and three algorithms is presented in Table 2. Our algorithm, which takes advantage of gene-regulon associations rather than the gene-TF associations, outperforms the other two algorithms. 

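Genes of sulfate assimilation, flagella, iron uptake and arginine synthesis shared enough of their pattern over the 22 additions to be matched to their own regulon, while the transcripts of the regulators picked out few of them. Of 524 genes in 59 textbook regulon lists, 142 (27.1%, 95% Wilson interval 23.5 to 31.1) had the highest likelihood under a regulon they belong to, with the gene left out of its lists. The transcript with the highest absolute correlation was that of a known regulator for 26 of the same genes (4.96%, interval 3.41 to 7.17). CysB, the activator of sulfate assimilation, had 12 of its 17 genes assigned to its regulon and 0 to its transcript. FlhDC, the master regulator of flagella, had 16 of 35 by regulon and 1 by transcript, and Fur, the repressor of iron uptake, had 10 of 26 and 0. The transcript came close or did as well for MetJ, the repressor of methionine synthesis, with 5 of 9 by regulon and 6 by transcript, for LexA, the repressor of the SOS response, with 5 of 17 and 4, and for NtrC, the activator of nitrogen genes, with 3 of 18 and 3. None of the 18 genes of FNR, the regulator of anaerobic respiration, and none of the 10 genes of FadR, the regulator of fatty acid breakdown, was assigned by regulon.
The regulon alone was correct for 127 genes and the transcript alone for 11 (exact McNemar test, two-sided, p = 3.61e-26), and a random choice of regulon would be correct for 1.86%. These shares rest on different scores, likelihood over 59 regulons and absolute correlation over 54 transcripts, which the p does not separate. Nearly flat transcripts also stayed in the comparison. The idnR transcript, which ranged from -0.017 to 0.008, was the best match of flgE and fliG. That of gadE, from 0.001 to 0.094, was the best match of entE and fes. Such matches may lower the share by transcript, and no share without them is given. With absolute correlation used for the regulons too, 91 of 524 genes (17.4%) were assigned to their own regulon. Genes of 1 operon are not independent. With the neighbours of a gene on the chromosome left out of its list as well, 87 of 524 genes (16.6%) were assigned to their own regulon. This alternative was chosen after the data were seen, and neighbours were not left out for the transcripts. From the higher recall of gene-regulon associations in its own comparison (Table 2), the paper concludes that its algorithm outperforms the algorithms built on the transcripts of the regulators.

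**Figure D1:**
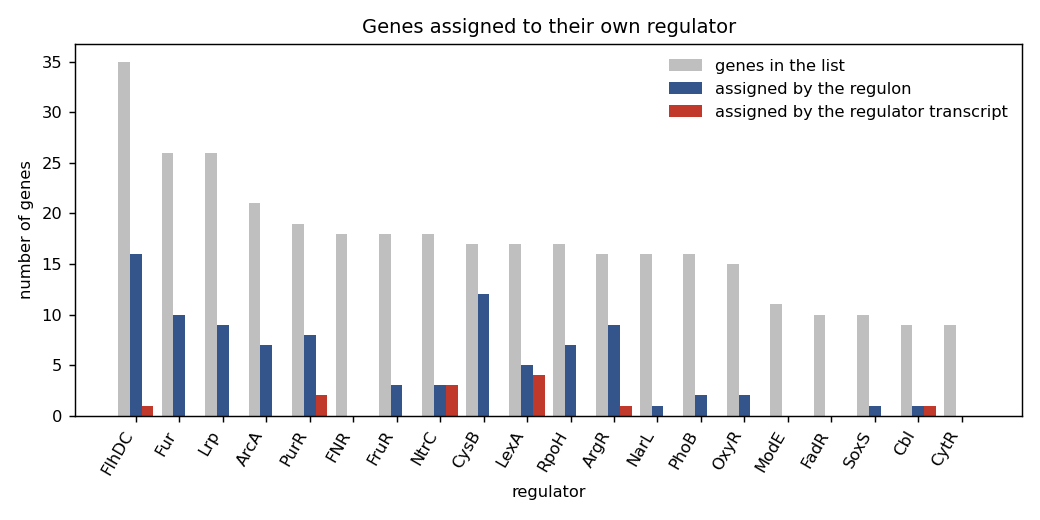
Number of genes (y axis) in the lists of the 20 regulators with the most measured genes (x axis, grey bars), and how many of them were assigned to their own regulator over the 22 additions by the regulon (blue) or by the regulator transcript (red). CysB reaches 12 of 17 genes by the regulon and 0 by its transcript.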

The improvement was at least in part due to the fact that the regulatory outcome is a result of the activity of transcription factors and not necessarily of their levels, and the knowledge of transcript levels of the regulators' genes is not sufficient to predict the interactions. Both the GGM and the relevance networks construct the relationship between the gene target expression levels and the expression levels of genes encoding transcription factors. Such models are confined to the cases when regulators are members of their own regulons. However, in many cases, if not most, transcriptional regulation of targets is not accompanied by changes in the levels of the regulators' transcripts, and even when it is, the changes don't have to be correlated with the transcription of the targets. Instead, such regulation can be captured when estimating the activity of the transcription factors, which is the basis of the method presented in the current study.

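For most regulators no relation between their own transcript and the genes they control was shown over the 22 additions. The transcript of argR, whose product represses arginine synthesis, had a log ratio of 0.03 in the arginine addition, and that of trpR, the repressor of tryptophan synthesis, was -0.15 in the tryptophan addition. Across additions argR was not shown to follow the median of its 16 genes (Pearson r = -0.0849, permutation p = 0.709, adjusted p = 0.812, Spearman rho = -0.0153, permutation p = 0.948). The transcript of cysB, the activator of sulfate assimilation, gave r = 0.0443 (permutation p = 0.846, adjusted p = 0.885, rho = 0.211, permutation p = 0.342). Without the 2 additions in which the transcript lay farthest from its own median, r was 0.0257 for argR and 0.398 for cysB. Within the 16 additions labelled in both dye orientations and the 6 labelled in 1, r was 0.105 and -0.656 for argR, and 0.0194 and 0.194 for cysB.
The clearest exceptions were metJ, which encodes the repressor of methionine synthesis, and purR, which encodes the repressor of purine synthesis. For metJ, r was 0.867 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 0.0006) and rho was 0.812 (permutation p = 3e-05). This r was 0.780 without the 2 farthest additions, 0.860 in the 16 additions labelled in both dye orientations and 0.973 in the 6 labelled in 1. For purR, r was 0.779 (permutation p = 0.00012, adjusted p = 0.0036) and rho was 0.694 (permutation p = 0.00056), with 0.655, 0.731 and 0.941 in the same order. Of 60 regulators tested, 8 had an adjusted p under 0.05 and 15 an unadjusted p under 0.05. Those 8 were metJ, purR, glnG, flhD, prpR, csgD, iscR and gntR, of which gntR, the repressor of gluconate uptake, went opposite to its genes (r = -0.606, permutation p = 0.00269, adjusted p = 0.0202, rho = -0.458, permutation p = 0.0332, r = -0.311 without the 2 farthest additions, -0.373 and -0.868 within the dye groups). The median absolute r of the 60 was 0.256, and 6 of the 60 transcripts span less than 0.1 and can show nothing. Permutation takes the 22 additions as independent of each other, which the design does not ensure, so these p-values may be too small. Only the gene of the regulator itself was left out of its list. List genes that share an operon with the regulator gene were kept and could raise r by themselves. Within the 16 additions labelled in both dye orientations, 3 of the 60 passed, and with the cytidine and uridine columns turned, whose direction is uncertain, 12 did. The relation of flhD with the flagellar genes rested on the 2 additions in which flhD itself lay farthest from its median (r = 0.717, permutation p = 0.00069, adjusted p = 0.0104, rho = 0.447, permutation p = 0.0372, r = 0.284 without them, and 0.568 and 0.912 within the dye groups).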

**Table 2:** Comparison of recall(Precision) (%), rounded to the closest integer, for the model selection algorithm, relevance network and graphical gaussian model on two large-scale microarrays data sets.

	Methods		
Data sets	Model selection algorithm (this paper)	Relevance Network	GGM

Our data set	44 (43)	8 (6)	3(3)

Data set in [17]	62 (64)	20 (16)	3(2)

The second reason for outperforming the relevance network algorithm is the capacity of our method to capture condition-specific activity and the co-variance of the gene expression profiles across different conditions. On the other hand, the relevance network algorithm treats gene expression levels across different conditions as ensembles of single random variables to estimate the probability distribution for each gene, and therefore it can not account for condition-specific activity of the genes when the sample size is not large enough. See [Additional file 1] for more information on the comparison between the algorithms.

### 2.4 Network reconstruction

We applied the proposed method to a large-scale gene expression data set to evaluate its capacity to recover known regulatory interactions and predict new ones. We ignored any TF assignments with a very small number (< 5) of known interactions. We assigned to each gene a regulator based on the maximum probability of association calculated using the proposed algorithm presented in the methods section. 

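Operons of amino acid synthesis and uptake were among those recovered when 1 regulon was allowed per gene. TrpR, the repressor of tryptophan synthesis, took 5 of its 8 genes, among them trpE and trpD, which encode the first enzymes of the pathway, whereas aroH was assigned to TyrR and mtr, which encodes a tryptophan transporter, to MarA. PurR, the repressor of purine synthesis, took 8 of 19, Lrp, the leucine-responsive regulator, 9 of 26, and ArcA, a repressor of aerobic metabolism, 7 of 21. Among the Lrp genes so recovered were livJ, which encodes a binding protein for branched-chain amino acids, and dadA, which encodes D-amino acid dehydrogenase. RpoH, the heat shock sigma factor, took 7 of 17. These counts leave each gene out of the list it is matched to. With the gene kept in its lists, 301 genes (57.4%, 95% Wilson interval 53.2 to 61.6) were assigned to their own regulon. Among the 262 list genes in the upper part of the variance over the additions, 125 (47.7%, interval 41.7 to 53.8) were assigned to their own regulon with the gene left out. The lists hold the 536 measured genes of 65 regulators with at least 3 measured genes and are not the RegulonDB matrix, and the 22 additions are part of the conditions of the paper.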

When we limited the number of associations for each gene to one, the algorithm was able to recover the correct association for 86% of the genes with known interaction, i.e., 1044 genes out of 1210 genes were associated with their known regulators. When two regulators were assigned to genes, an additional 542 known interactions were recovered, which included known interactions for 26 genes that were not in the set of 1044. That increased the percentage of genes with correct associations to 88%, and this implies that for 74% of genes, i.e. for 516 out of 696 genes having two or more regulators, both predicted regulators were correct.

In addition to recovering known interactions, the algorithm discovered new, un-annotated interactions. Some of the discovered interactions could be independently confirmed. For example, the algorithm predicted two targets of ArgR, *hisJ *and *artJ*, which were not among known interactions in the RegulonDB database, but have been recently reported in the literature [31]. 

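Both hisJ, which encodes a periplasmic histidine-binding protein, and artJ, which encodes a periplasmic arginine-binding protein, followed the arginine synthesis genes over the 22 additions. The artJ log ratio was lowest in the isoleucine addition (-1.80) and highest in the glycine addition (0.87), and that of hisJ ranged from -0.70 with adenosine to 0.21 with glycine. In the arginine addition itself artJ was -0.49 and hisJ -0.56. Against the median of the 16 ArgR genes, artJ gave Pearson r = 0.920 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 0.00014) and Spearman rho = 0.956 (permutation p = 1e-05). For hisJ, r was 0.844 (permutation p = 1e-05, adjusted p = 0.00014) and rho was 0.859 (permutation p = 1e-05). Without the 2 additions farthest from the median of the list, r was 0.896 and 0.766, and among the 16 additions labelled in both dye orientations it was 0.914 and 0.798. In the 6 additions labelled in 1 orientation it was 0.929 for artJ and 0.967 for hisJ. Of all 3882 genes, 2 had an absolute r with the ArgR genes as high as that of artJ, artJ included, and 9 as high as that of hisJ. The adjustment covers 28 genes that the paper names as predicted targets. By likelihood hisJ was assigned to GatR, and hisM and hisP of the same transporter to ArgR.
Among the ArgR genes, argA, argB, argC, argD, argE, argF, argG, argH and argI, which encode enzymes of arginine synthesis, were assigned back to ArgR, so that 9 of 16 genes were recovered with each gene left out of its list. The carA gene, whose product makes carbamoyl phosphate for both arginine and pyrimidines, was assigned to PurR and carB to Nac. The 5 ast genes of arginine breakdown were assigned to other regulators, astA to PhoB and astC to CytR among them.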

For this particular TF, 21 out of 27 known interactions in regulonDB were recovered.

We specifically focused on the structure of the Lrp regulon. Lrp is a global transcription factor and a mediator of leucine response. It is believed that Lrp controls the expression of hundreds of genes directly or indirectly[32], although only 55 known Lrp targets were annotated in the RegulonDB at the time of this study. Overall, 85 genes were predicted to be Lrp targets. 

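Genes of the Lrp regulon, which serve amino acid uptake, synthesis and breakdown, had activities far from 0 after alanine, isoleucine, methionine, cysteine and valine. The activity computed from 26 Lrp genes was -0.59 in the alanine addition, where Lrp had the largest activity of the 65 regulators, and -0.43 in the valine addition, where it came after Nac alone. It was -0.65 with isoleucine (rank 11 of 65), -0.64 with methionine (rank 4) and -0.56 with cysteine (rank 6). The livJ gene, whose product binds leucine, isoleucine and valine, had log ratios of -2.06 with alanine, -2.26 with isoleucine and -0.93 with valine. The dadA gene of alanine breakdown had 1.78, 1.72 and 0.95 in the same additions.
Of 14 genes that the paper names as Lrp targets, none passed an adjusted p of 0.05 for correlation with the median of the Lrp list over the 22 additions, and the lowest adjusted p was 0.0596. It belonged to 5 of them: yhjE, ppnN (named ygdH in the paper), eco, pntA and pntB. For pntA, which encodes a subunit of transhydrogenase, r was 0.507 (permutation p = 0.0149) and rho was 0.541 (permutation p = 0.0105). Without the 2 additions farthest from the median of the list r was 0.620, and it was 0.772 (permutation test, adjusted p = 0.00383) in the 16 additions labelled in both dye orientations and 0.213 in the 6 labelled in 1. For eco, which encodes a periplasmic protease inhibitor, r was -0.529 (permutation p = 0.0143), rho was -0.193 (permutation p = 0.387) and r was -0.223 without the 2 farthest additions, -0.431 in the 16 additions and -0.594 in the 6. The outer membrane protease gene ompT was lowest in the isoleucine addition (-1.93), and dppA, which encodes a dipeptide-binding protein, was highest with methionine (1.33). The Lrp list joins genes of opposite sign, as livJ and dadA were with alanine, isoleucine and valine. Its median can therefore miss a gene that follows Lrp, and a failed test here does not count against a target. Leucine was not among the compounds added, and the labels name no strain without Lrp.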

By using transcriptional data obtained on an Lrp knock-out mutant [32], we confirmed that 52 genes were differentially expressed in the knock-out strain. Using chromatin immuno-precipitation(IP), we found that Lrp binds to the upstream regions of at least 45 out of the 52 differentially expressed genes, including several new predicted targets such as *ompT*, *dppA*, *eco*, *pntA*, *pntB*, *csiE*, *sdaB sdaC*, *yhjE *and *ygdH*, most of which were also verified using a qPCR experiment (Table 3). Thus, the algorithm discovered 10 *new *targets of the transcription factor Lrp that could be confirmed by a biological experiment. In addition, limited evidence in the literature suggests that *sdaBC *and *pntAB *are also likely Lrp targets [33,34]. *pntAB *is also among predicted targets for lrp in [17]. 

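The leuA, leuB and leuC genes, which encode the first enzymes of leucine synthesis, were lowest in the alanine addition, with log ratios of -0.46, -0.82 and -0.96. In the guanosine addition the same genes stood at 0.49, 0.69 and 0.65, their highest values among the 22 additions. The median of the 4 leucine synthesis genes with alanine was -0.84. None of 10000 random lists was as low, but such lists ignore shared operons. Over the 22 additions the genes did not pass the test for following the median of the Lrp list, which joins genes of opposite sign and can miss such a relation. Pearson r was -0.146 for leuA (permutation p = 0.517, adjusted p = 0.732), 0.0825 for leuB (permutation p = 0.715, adjusted p = 0.883) and 0.0688 for leuC (permutation p = 0.763, adjusted p = 0.883). Spearman rho was -0.0729, 0.123 and 0.0198 (permutation p = 0.746, 0.582 and 0.931), and r without the 2 farthest additions was 0.124, 0.144 and 0.0511. Within the additions labelled in both dye orientations r was 0.182, 0.308 and 0.10, and within those labelled in 1 it was -0.592, -0.323 and -0.0790.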

Our results also indicated that Lrp controls expression of the *leuABC *operon. Although according to RegulonDB there is no interaction between Lrp and the *leuABC *operon, it has been previously reported that Lrp does regulate this operon [33]. Overall, this rate of discovery of true Lrp targets is higher than any previously reported discovery rate of confirmed targets for any regulator by a discovery algorithm.

**Table 3:** New targets of Lrp which were confirmed using qPCR (the fold enrichment values with '*' are from ChIP-chip)

Gene name	Fold transcript change	Fold IP enrichment	Lrp Activity	Function
ompT	8.5	2.8	Positive	DLP12 prophage; outer membrane protease VII

eco	1.8	2.3	Negative	ecotin, serine protease inhibitor

dppA	1.6	3.4	Positive	dipeptide transporter

pntA	1.6	2.8	Positive	pyridine nucleotide transhydrogenase, alpha subunit

artP	1.7	4	Negative	arginine periplasmic transport system

sdaC	-	1.9	Positive	predicted serine transporter

yhjE	1.5	6.9	Negative	putative transporter

csiE	-	2.1*	Negative	stationary phase inducible protein

ygdH	-	2*	Positive	unknown

### 2.5 Activity of regulators

The principal eigenvector of the covariance matrix computed from the set of genes controlled by each regulator was assumed to be a good and biologically sound approximation of the activity profiles of the regulators. We proceeded to evaluate this assumption by examining the estimated activity levels of transcription factors in individual conditions and by comparing the eigenvector-derived profiles with the activity profiles calculated by the Network Component Analysis, a state of the art connectivity matrix decomposition technique proposed in [27]. (Note, the activity levels of TFs are the relative activities of TFs in each condition with respect to a reference sample.)

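Profiles of the regulators computed in both ways from the 22 additions were close for most of the 20 regulators with the longest lists. The absolute correlation between the eigenvector and the profile from Network Component Analysis was 0.987 for ArgR, the repressor of arginine synthesis, 0.994 for Lrp, the leucine-responsive regulator, and 0.974 for LexA, the repressor of the SOS response. It was above 0.9 for 15 of the 20 regulators, with a median of 0.969. The lowest values were 0.0635 for Cbl, a regulator of sulfur source genes, and 0.279 for FNR, the regulator of anaerobic respiration. The Network Component Analysis used 323 genes and accounted for 71.3% of their sum of squares. Both profiles come from the same values, so these correlations compare methods and carry no p. Where lists share no genes, the network profile reduces to the first component of the uncentred list, and the median for eigenvectors without centring was 1.00 for that reason.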

We determined that the eigenvector-derived profiles of regulators' activity fully recapitulate NCA profiles. Figure 1 illustrates this point on several characteristic profiles (some conditions in which the activity level of the TF was significant are indicated).

**Figure 1:**
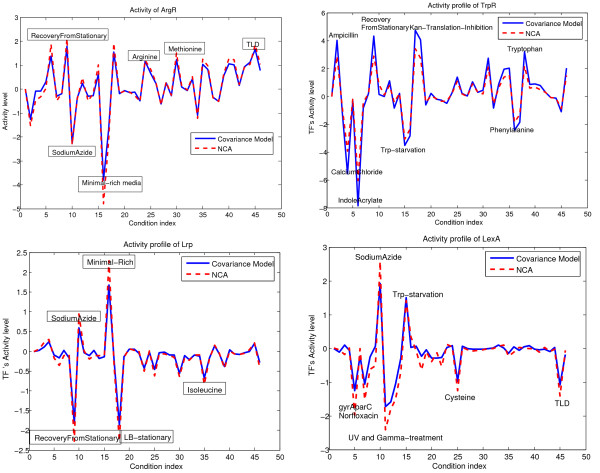
**Activity profile of ArgR, TrpR, Lrp and LexA**. Several conditions in our data set were expected to elicit transcriptional responses mediated by the activity of known regulators. We found that in all conditions with well-studied and understood transcriptional responses, the identity of the most active TF matched our expectations. For example, in an experiment which was conducted to measure transcriptional response to addition of the amino acid arginine, transcription factor ArgR appeared to be the most active TF. Similarly, TrpR was the most active TF in the condition when tryptophan was added to the medium, and LexA was the most active TF under conditions of UV and Gamma treatment.

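In the amino acid and nucleoside additions the LexA profile had a single high point. It lay in the cysteine addition, where the activity computed from 17 LexA genes was 0.63 and LexA ranked 3 of 65 regulators. The median log ratio of 18 SOS genes, which serve DNA repair and the halt of division, was 0.38 with cysteine, and 16 of the 18 lay above 0. None of 10000 random lists had a median as high, and the SOS medians of the other additions ran from -0.08 to 0.07. The division inhibitor gene sulA was at 2.23, lexA at 2.21, recN of double-strand break repair at 1.66, recA at 0.95 and uvrB of excision repair at 0.80.
ArgR activity, taken from genes of arginine synthesis and breakdown, was lowest with isoleucine (-0.82) and adenosine (-0.63) and highest with glycine (0.44). TrpR activity, taken from genes of tryptophan synthesis, the shared aromatic pathway and tryptophan uptake, was -0.87 with tryptophan, -0.70 with serine, -0.51 with isoleucine and -0.46 with glycine, and its highest values were 0.43 with proline, a column whose direction is uncertain, and 0.21 with phenylalanine. An activity here is the principal eigenvector of the covariance of a list over the 22 additions, times the root of the eigenvalue, signed to go with the mean of the list. The paper names the principal eigenvector as the activity and states no factor of the eigenvalue.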

Several conditions in our data set were expected to elicit transcriptional responses mediated by the activities of known regulators. Indeed, we found that in all conditions with well-studied and understood transcriptional responses, the identity of the most active TF matched our expectations. For example, in the experiment to measure transcriptional response to the addition of the amino acid arginine, transcription factor ArgR appeared to be the most active TF. Similarly, TrpR was the most active TF in the condition when tryptophan was added to the medium, and LexA was the most active TF under conditions of UV and Gamma treatment Fig. 1.

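After addition of arginine all 11 genes of arginine synthesis lay below 0, with a median log ratio of -0.90. The lowest were argA (-1.79), whose product carries out the first step, and argC (-1.75), followed by carA (-1.16), argB (-1.15) and argD (-1.14). The other members were carB (-0.90), argH (-0.81), argF (-0.70), argI (-0.62), argG (-0.53) and argE (-0.45). No random list of 11 genes, among 10000, had a median as low, and neither had any of 10000 lists built from runs of neighbouring genes. The 9 genes of arginine and histidine transport had a median of -0.14, with hisP of the histidine transporter at -0.54 and artP of the arginine transporter at 0.07. The 5 genes of the arginine succinyltransferase pathway, which breaks arginine down, had a median of 0.09, with astA at 0.14 and astE at -0.30. Outside these lists the lowest genes were cysH of sulfate assimilation (-0.80), purF of purine synthesis (-0.78) and gatB of galactitol uptake (-0.73).
The highest log ratios belonged to yeaG (1.49), msyB (1.14), tktB (1.07), hchA (1.03) and osmE (0.99), then ycaC (0.87), patA (0.85), gadB (0.77), talA (0.76) and treA (0.76). Among them tktB and talA encode enzymes of the pentose phosphate pathway, gadB a glutamate decarboxylase of acid resistance and treA a periplasmic trehalase. The 16 genes of the RpoS general stress list had a median of 0.37, and 13 of them lay above 0. ArgR had an activity of -0.57, the largest of the 65 regulators in this addition and the only 1 past the 5% level. Without the factor of the eigenvalue, which the paper does not state, ArgR ranked 5 (eigenvectors scaled to the same length). The low values were not limited to arginine: the arginine synthesis median was lower with isoleucine (-1.23), methionine (-1.01) and cysteine (-0.98), and the other 21 additions ran up to 0.86 with glycine.

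**Figure D2:**
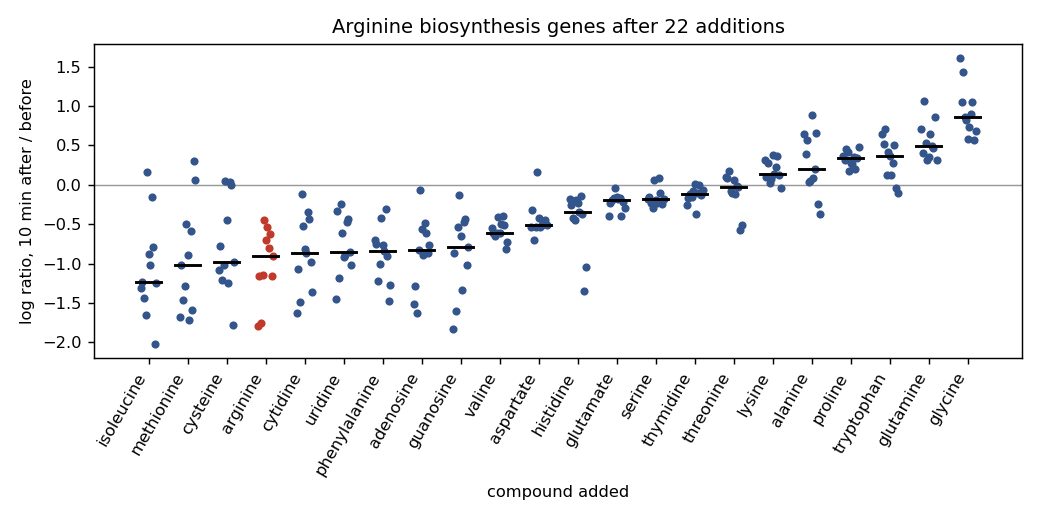
Log ratio of each of the 11 arginine synthesis genes (points) and their median (bars) on the y axis for each of the 22 compounds on the x axis, sorted by the median, with the arginine addition in red. All 11 genes lie below 0 with arginine, and 3 other additions have a lower median.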

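The 4 lowest genes after addition of tryptophan were trpE, trpD, trpB and trpA of the trp operon. All 5 trp genes, which turn chorismate into tryptophan, lay below 0, with a median log ratio of -1.64, the lowest of the 22 additions. The values were -2.61 for trpE, -1.85 for trpD, -1.64 for trpB, -1.41 for trpA and -0.97 for trpC. None of 10000 random lists had a median as low, and 3 of 10000 lists made of runs of neighbouring genes did. The 13 genes of aromatic amino acid synthesis had a median of -0.18, with aroF at -1.21 and tyrA, which serves tyrosine synthesis, at -0.82. The genes of the other isoenzymes at the entry of the pathway were closer to 0, with aroG at -0.45 and aroH at -0.41, and aroL, a shikimate kinase gene, was at -0.43. The tryptophan transporter gene mtr stood at 0.01, and tnaA, which encodes tryptophanase, at 0.24. Also among the lowest were pyrB (-1.04) and pyrI (-0.83), the subunit genes of aspartate transcarbamoylase, and yeeP (-0.84).
At the other end were iscS (1.08) and iscR (1.01) of iron-sulfur cluster assembly, mltF (0.86), phoH (0.76), yjiK (0.75), argC of arginine synthesis (0.71), yobF (0.69), yeaC (0.68), rfbX (0.67) and rutC (0.66). TrpR had the largest activity of the 65 regulators, -0.87, and IscR, the regulator of the iron-sulfur genes, was the other regulator past the 5% level. Without the factor of the eigenvalue, TrpR ranked 3 (eigenvectors scaled to the same length). In other additions the trp median was -1.43 with serine and -1.16 with glycine, and it was 1.18 with proline and 1.55 with phenylalanine.

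**Figure D3:**
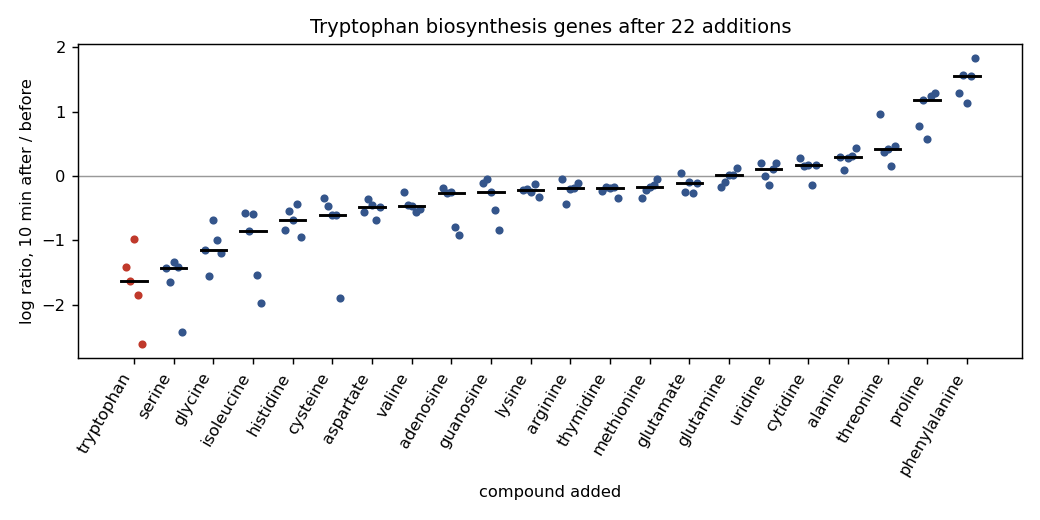
Log ratio of each of the 5 trp genes (points) and their median (bars) on the y axis for each of the 22 compounds on the x axis, sorted by the median, with the tryptophan addition in red. The tryptophan addition has the lowest median, -1.64, and phenylalanine the highest, 1.55.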

In almost all conditions, we were able to identify more than one active transcription factor. 

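Regulators of sulfur, methionine and nitrogen genes led most of the lists of active transcription factors in the 22 additions. CysB, the activator of sulfate assimilation, had the largest activity after methionine (-1.02), adenosine (-0.81) and cysteine (-0.73). After cysteine, Fur, the repressor of iron uptake, was level with it (-0.73). MetR, an activator of methionine synthesis, led after guanosine (-0.74), serine (-0.73) and proline (0.69). TyrR, which controls aromatic amino acid synthesis and uptake, led after phenylalanine (1.05), and GcvA, the activator of glycine cleavage, after glycine (0.62). Nac, a nitrogen regulator, had the largest activity after cytidine (-0.77), uridine (-0.69), histidine (-0.51) and valine (-0.46). Counted at a level of 5% from a normal distribution fitted to all activities of 65 regulators in 22 additions, on average 4.09 regulators were active per addition. The count was 14 with cysteine, 9 with guanosine, 8 with adenosine, 7 with phenylalanine, 6 with glycine and 5 with methionine. It was 0 with aspartate, glutamate, glutamine, lysine and thymidine. The level is set by all activities pooled, so the mean number stays near a fixed share of the regulators whatever the compounds do, and additions with a wide spread of log ratios take more of it.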

When we considered a transcription factor to be active at a significance level of 5% (the z-score corresponding to each activity level was calculated from the background distribution estimated from all activity levels), on average 13 TFs were active per condition in our data set (11 – in the Affymetrix data set). The distribution of the number of active TFs across the conditions is shown in Fig. 2. The number of transcription factors active in a minimal growth medium as compared to rich medium was the highest, followed by the transition from exponential to stationary phase of growth, during which the cells are known to undergo massive regulatory re-programming, followed by sodium azide treatment, which results among other things in interrupting the electron flow chain. Among the amino acid effects, addition of isoleucine appeared to stimulate the highest number of TFs, whereas addition of threonine or glutamate appeared to have no or very little effect on the regulators. 

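With isoleucine, genes of many pathways had log ratios far below 0 and the most regulators were active, 21 of 65. All 8 genes of pyrimidine synthesis lay below 0 (median -1.44), as did all 12 of purine synthesis (-1.14), all 13 of sulfate assimilation (-1.01) and all 8 of histidine synthesis (-1.16). None of 10000 random lists was as low in any of these groups, although genes that share an operon are not independent draws. The lowest genes were pyrB of aspartate transcarbamoylase (-3.36), cirA of an outer membrane iron receptor (-3.01), metK (-2.66), metE (-2.51) and metA (-2.42) of methionine metabolism, purF (-2.38), pyrC (-2.26), yciW (-2.26), livJ (-2.26) and glnA of glutamine synthetase (-2.20). The highest were phoH (2.67), yjaZ (2.64), uxuR (2.47), fucU (2.12), patA (1.96), ytfB (1.94), ppsA of phosphoenolpyruvate synthase (1.80), yecA (1.78), pstB of phosphate uptake (1.77) and dadA (1.72). The 9 genes of isoleucine and valine synthesis themselves had a median of 0.26, the highest of the 22 additions. The most active regulator was MetR, at -1.26.
Threonine gave 1 active regulator, GcvA (0.53), and the 3 genes of glycine cleavage had a median of 1.09, with gcvP at 1.22. In the same addition pyrB was at -1.31. Glutamate gave no active regulator. There sdhA of succinate dehydrogenase was the lowest gene (-0.81), zinT, a zinc-binding protein gene, the highest (1.07), and the 13 genes of the citric acid cycle had a median of -0.27.
The spread of the log ratios differed: the SD over genes was 0.403 with isoleucine, 0.112 with threonine and 0.120 with glutamate. With all columns scaled to the same spread, 9 regulators were active with isoleucine, 8 with adenosine, 6 with cysteine, 4 with threonine and 2 with glutamate.

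**Figure D4:**
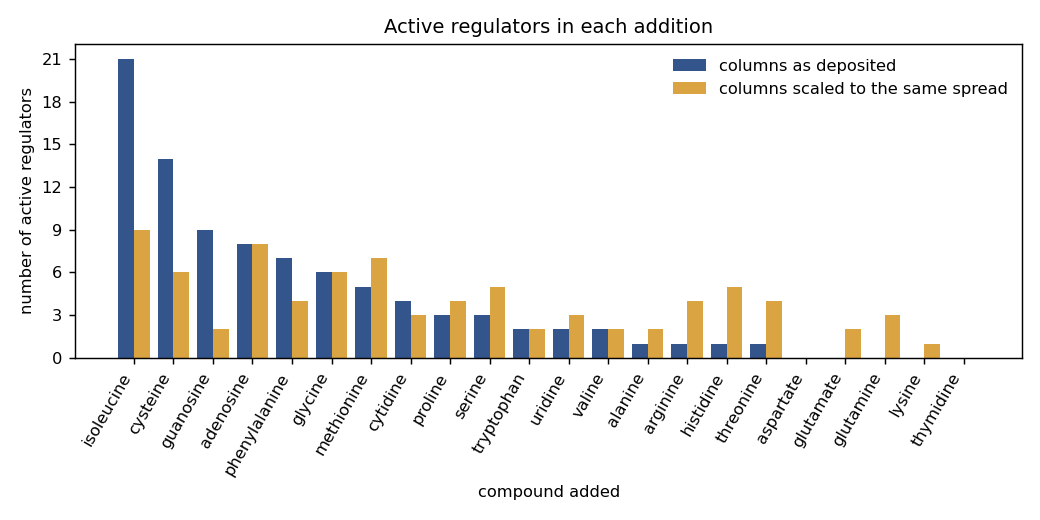
Number of active regulators (y axis) for each of the 22 compounds (x axis), from the log ratios as deposited (blue) and with the columns scaled to the same spread (yellow). Isoleucine has the most in both, 21 and 9.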

The smallest number of differentially active transcription factors was observed in the comparison of chemostat cultures grown at different dilution rates ("WildTypeGrowth").

**Figure 2:**
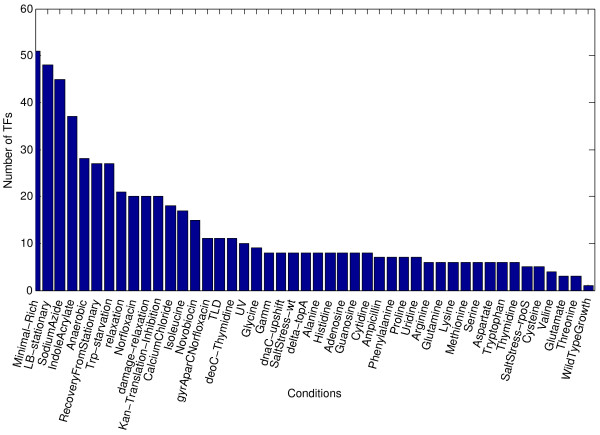
**A number of active regulators varies across conditions**. The number of transcription factors active in minimal growth medium as compared to rich medium was the highest, followed by the transition from exponential to stationary phase of growth, during which the cells are known to undergo massive regulatory re-programming, and then sodium azide treatment, which results, among other things, in an interruption of the electron flow chain. Among the amino acid effects, addition of isoleucine appeared to stimulate the highest number of TFs, whereas addition of threonine or glutamate appeared to have no or very little effect on the regulators. The smallest number of differentially active transcription factors was observed in the comparison of chemostat cultures grown at different dilution rates ("WildTypeGrowth").

Not only did we find that more than one TF appeared to be active in any given condition, but also that many TFs were likely to be mediating transcriptional responses in multiple conditions (Fig. 3). Given that the conditions in our study were enriched by perturbations of amino acid, nucleotide and DNA metabolism, it was not surprising that the list of most frequently active regulators included ArgR, GcvA, CysB, MetR/MetJ, DeoR, PurR, LexA. 

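ArgR, whose genes make and break down arginine, was active in 9 of the 22 additions, more than any other regulator. They were arginine, isoleucine, methionine, cysteine, glycine, phenylalanine, adenosine, guanosine and cytidine. MetR and Nac were active in 8 each, and MetJ, the repressor of methionine synthesis, in 6. CysB, Lrp, PurR, TrpR, ArgP of lysine and arginine export and GatR of galactitol use were active in 5 each. PurR, the repressor of purine synthesis, was active with adenosine, guanosine, cytidine, isoleucine and cysteine, but not with uridine or thymidine. GcvA was active in 2, glycine and threonine. DeoR, the repressor of deoxynucleoside breakdown, was active in 1, isoleucine, and LexA in 1, cysteine. Ultraviolet and gamma irradiation are not among the additions, and whether cysteine damaged DNA was not tested. GatR has 6 measured genes, MetR 6 and GcvA 3, so single operons weigh heavily in those activities. An activity describes the genes of a list, and whether the regulator itself acted on them was not tested.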

What we found surprising was that the transcription factor TrpR, the main transcriptional regulator of genes involved in tryptophan biosynthesis, appeared to be the most responsive regulator in a sense that it was not only among the top responsive TFs to different conditions, but also its activity level was higher than those of other TFs (the method allowed comparison of the activity levels of various regulators across a uniform scale; see the scale on Y axis in Fig. 1). 

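Over the 22 additions TrpR was among the more active regulators but not the most active. The mean absolute TrpR activity, from 8 genes of aromatic synthesis and tryptophan uptake, was 0.240, rank 9 of 65 regulators. Methionine, nitrogen and arginine regulators were highest, with MetR at 0.404, Nac at 0.341 and ArgR at 0.338. By largest single activity TrpR ranked 5, after MetR, TyrR, CysB and MetJ, the regulators of methionine, aromatic and sulfur genes. TrpR was past the 5% level with tryptophan, serine, glycine, isoleucine and proline. Its rank by mean activity was 4 with the regulon lists of the paper's Additional file 3 and 2 without centring. The trpR transcript itself did not pass the test for following the TrpR genes (r = 0.349, permutation p = 0.112, adjusted p = 0.319, rho = 0.353, permutation p = 0.108, r = 0.280 without the 2 farthest additions, 0.393 and 0.259 within the additions labelled in both and in 1 dye orientation).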

Tryptophan is the scarcest amino acid in the cell; it is plausible that many perturbations, including those that don't affect tryptophan metabolism directly, may result in biologically significant fluctuations in the size of the amino acid pool. Despite the absence of any apparent bias in the Affymetrix data set [17], the frequency of OxyR activity (OxyR activates hydrogen peroxide induced genes) dwarfed the frequencies of all other factors: OxyR was active in almost thrice as many conditions as the next most frequently active regulator.

**Figure 3:**
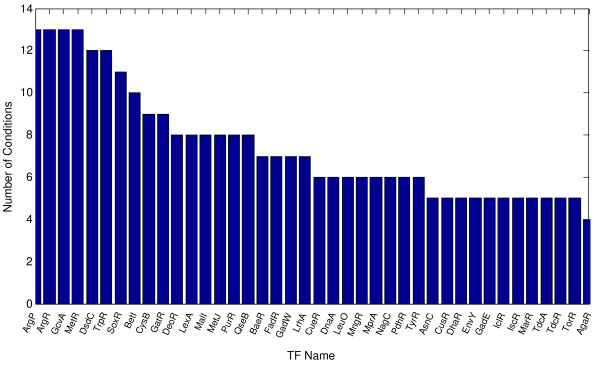
**Frequency of condition-specific activity for top regulators**. Many TFs were likely to be mediating transcriptional responses in multiple conditions. Given that the set of conditions in our study was enriched by those in which metabolism of various amino acids or nucleotides was directly or indirectly perturbed and by conditions causing DNA damage, it was not surprising that the list of most frequently active regulators included ArgR, GcvA, CysB, MetR/MetJ, DeoR, PurR, LexA.

The correlation analysis of TFs activity profiles revealed that the activity profiles of almost half of the transcription factors considered in this study are correlated with one another. Some global regulators such as CRP, IHF, FNR were correlated with more than 10 TFs. However, some local regulators, such as OmpR, PhoP, and EnvY, also showed a high degree of correlation with other TFs. 

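In the 22 additions 32 of 65 regulators (49.2%) had at least 1 partner with an activity profile correlated above 0.70. OmpR, which controls porin genes, had 9 partners, FadR of fatty acid breakdown 8, FucR of fucose use 8 and CpxR of the envelope stress response 7. FNR, the regulator of anaerobic respiration, had 3 partners and PhoP, the regulator of the response to low magnesium, had 2. Among the closest pairs were NarL and FNR, which share 8 genes of nitrate and fumarate respiration, MetJ and MetR of methionine synthesis, which share 2, and PurR and Nac, which share 2. Pairs without shared genes included FucR with PhoB of phosphate uptake, and NtrC of nitrogen assimilation with OmpR. In all, 57 of 2080 pairs were above 0.70. Random lists of the same sizes gave a median of 88 such pairs in 100 sets (range 40 to 218), and 91 of the 100 sets gave at least as many pairs as the regulons. CRP, IHF and EnvY have no list among those used.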

Figure S1 [see Additional file 2] shows the network view of correlation between transcription factors. The existence of the edge between two TFs indicates that the correlation between their activity profiles is above a threshold value of 0.70. Such similarities may indicate a certain degree of regulatory redundancy, i.e. different regulators controlling subsets of overlapping genes. Indeed, when we examined to what extent the correlations between the profiles are indicative of TFs regulating common genes, we observed that transcription factor pairs with high correlation regulate common genes with higher probability than TF pairs with low correlations. 55% of TF pairs with correlation above 0.70 appeared to have common targets, compared to 20% of TF pairs with correlation less than 0.70.

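Of the 57 pairs of regulators with profiles correlated above 0.70 in the 22 additions, 6 (10.5%) shared genes, against 18 of 2023 (0.890%) of the pairs at or below it. The 6 were NarL with DcuR, NarL with FNR, FNR with DcuR, MetJ with MetR, PurR with Nac, and IclR with FruR. The NarL, FNR and DcuR lists share genes of anaerobic respiration, and those of IclR and FruR share 3 genes of acetate and glyoxylate use. With the shared genes left out of both profiles of a pair, 53 pairs were above 0.70, and 3.77% of these against 0.792% of the others were pairs with common genes. In the lists of the paper's Additional file 3, which assign genes of many kinds to a regulator, 46.8% of the pairs above 0.70 and 9.89% of the others shared genes. Pairs that share a regulator are not independent, and the shares are given without a p.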

However several transcription factors, including LexA, GcvA, SoxR, DsdC and FadR, did not show high degree of correlation with other TFs, even though they were relatively responsive in a high number of conditions in the study.

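LexA, active in cysteine alone among the 22 additions, had 0 partners correlated above 0.70, and so had TrpR and Lrp, which were active in 5 additions each. GcvA, the activator of glycine cleavage, had 1 partner. ArgR had 3 partners. FadR, the repressor of fatty acid breakdown, was active in 1 addition, isoleucine, and had as many partners as FucR and fewer than OmpR alone. SoxR and DsdC are not among the 65 regulators used here.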

### 2.6 Network refinement

Based on the two expression data sets, covering regulatory states for almost all genes in the genome, each gene (operon) was assigned a transcription factor(s) that was likely to control the expression of that gene. To this end, the present algorithm was applied to both data sets. For each data set, every gene was assigned three top-ranking regulators with the highest probabilities of association, calculated using equation (3). If a gene had the same regulator(s) predicted from both sets, the regulatory association between the gene and regulator(s) was deemed true and cataloged for the purpose of network refinement. This resulted in a list of 1719 genes associated with at least one regulator [see Additional file 3]. 779 genes out of 1719 had no previously characterized regulatory interactions. The existence of consensus regulators (predicted using two completely independent data sets) for this number of genes is statistically significant. Only 167 genes would have been expected to have a consensus regulator if the assignments in one of the sets had been done at random.

We incorporated the operon information to further refine the set of regulatory interactions. The consensus regulator for an operon was chosen as a common regulator of genes in the same operon, as predicted on the basis of both data sets. This resulted in a list of potential regulator(s) for each operon [see Additional file 4], with many already confirmed or highly plausible regulatory interactions. For example, *dinI *and *dinP *are known targets of LexA, but not among the known interactions set used in this study. Also, yafNOP, *yebB*, *yebG*, *yigN*, and *yjjB-dnaTC-yjjA *were predicted to be LexA targets. *yafNOP *is a neighboring operon of *dinB *with a weak but significant score for a LexA binding site in its promoter region. 

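None of the genes that the paper names as LexA targets was shown to follow the known SOS genes, which were high after cysteine. The dinI gene, whose product binds RecA, ranged from -0.21 with isoleucine to 0.19 with tryptophan. Of 12 such genes, none passed an adjusted p of 0.05 for correlation with the median of the LexA list. The dinB gene of the SOS polymerase IV (dinP in the paper) and rmuC (yigN in the paper) span only 0.01 to 0.08 and 0.01 to 0.04 over the 22 additions, with values repeated between additions as in 454 of the 3882 genes. Their correlations with the LexA genes therefore test nothing and are not given. For yebG, r was 0.231 (permutation p = 0.283, adjusted p = 0.499, rho = 0.0542, permutation p = 0.811, r = -0.0365 without the 2 farthest, 0.259 and -0.165 within the dye groups). With 1 addition in which the SOS genes were high, the 22 additions hold little variation of LexA to test these genes against.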

Regulatory regions of *yebG*, *yigN *and *yebB *contain high scoring LexA binding sites. 

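The dnaT and dnaC genes serve the loading of the replicative helicase. In the 22 additions dnaT had log ratios from -1.09 with threonine to 0.63 with serine, and dnaC from -0.06 with glutamate to 0.48 with guanosine. In the cysteine addition, where the known SOS genes were high, dnaT was at 0.11 and dnaC at -0.06. Neither gene passed the test for correlation with the median of the LexA genes over all 22 additions. For dnaT, Pearson r was 0.0236 (permutation p = 0.898, adjusted p = 0.919) and rho was 0.0102 (permutation p = 0.965), with r = -0.0338 without the 2 farthest additions, 0.150 in the 16 additions labelled in both dye orientations and -0.138 in the 6 labelled in 1. For dnaC, r was 0.0525 (permutation p = 0.788, adjusted p = 0.883) and rho was 0.338 (permutation p = 0.123), with r = 0.587 without the 2 farthest additions and -0.0785 and 0.693 in the same dye groups, so that a relation of dnaC outside the cysteine addition is not excluded.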

The possibility that *dnaT *and *dnaC*, two genes involved in DNA replication, are under LexA control is intriguing, and warrants further experimentation.

Overall, even though the two data compendia appeared to be substantially different as far as dominant activity profiles are concerned, transcriptional profiles of as many as 1407 genes and 773 multigene operons could be explained at least in part by the activity of the same regulator(s) in both data sets. This result implies that, provided a sufficiently diverse collection of experimental conditions, the method will converge on true transcriptional regulators of any given gene in a genome, including regulators themselves [see Additional files 1 and 5].

## 3 Conclusion

Genome-wide transcriptional data allow for systematic analysis of regulatory patterns of gene expression. These patterns are at least in part determined by interactions between transcription factors and their cognate target genes. Accurate prediction of such interactions, which is essential for understanding phenotypic outcomes of genetic and environmental perturbations, depends on the quality of models capturing essential regulatory features and on their underlying assumptions. One such feature is that the transcriptional activity of co-regulated genes should sufficiently absorb in itself the activity of their common regulator. Moreover, the information about transcriptional activity of the known co-regulated genes (a core regulon) should also be sufficient for discovering new target genes, whose transcriptional activity significantly co-vary with the activity of the core regulon members.

We introduced an effective approach to predict interactions between regulators and genes through a simple model selection algorithm. The algorithm takes advantage of both gene expression data and the knowledge of known gene-TF associations to simultaneously discover new interactions between regulators and genes and to estimate the activity profiles of the regulators. The proposed approach, unlike other methods, associates the expression of genes in a regulon with the activity of transcription factors rather than with the expression levels of genes encoding for the transcription factors. We demonstrated that incorporation of information about the activity profiles of transcription factors allows for a reliable identification of many known as well as previously uncharacterized regulatory interactions, which could not be achieved by methods solely relying on gene expression associations. We should mention that the power of a regulon-based association framework presented in this paper and of the supervised inference method [35] relies on the prior information about known interactions between genes and transcription factors: without such information these supervised algorithms are not applicable. However, with the help of ChIP-chip and ChIP-sequencing technology, it should be possible to obtain sufficient amount of data to seed a *de novo *interactivity matrix, which can be used in combination with gene expression data to construct a reliable gene regulatory network by means of these supervised learning methods.

## 4 Methods

We consider the gene regulation process as an input-output model where the transcription rate (output product) is controlled through the activity level of the group of specialized transcription factors. We assume, given the activity of regulators, that this process is approximately linear, although the dynamic behavior of this biological process can be much more complex. In the linear model

(1)

**e **represents a vector of gene expression measurements across *m *conditions, **S **is a *m *× *k *matrix of the *k *regulators' activities and **c **is a sparse vector that represents the interaction between the gene and regulators. We assume **S **and **c **are both unknown and *ϵ *is an *m *elements vector of random noise with zero mean and covariance matrix of *σ*^2^**I**.

The fact that the expression level of genes is controlled by only a few regulatory nodes makes the resulting network, and therefore **c**, sparse. Furthermore, the direct measurement of the regulators' activity is a challenging and expensive, if not an impossible, task. Therefore, one does not have access to **S**, the activity profiles of regulators. The objective is to estimate the activity profiles of the regulators that control transcription (initiation) of groups of genes. At the same time, we also wish to provide for each gene the set of regulators that can explain the observed gene expression data.

Here, we present an efficient algorithm, which takes advantage of known interaction among genes and regulators. Let Ω_*f *_be a set consisting of the expression vectors of genes known to be controlled by a single regulator *f*. Then,

(2)

where **s**_*f*_, the activity profile of the regulator *f*, is unknown and *c*_*f *_is the interaction coefficient, which is assumed to be a random variable with distribution (*υ*, *γ*^2^). The likelihood function for **s**_*f *_[36] is,

(3)

where

Among the set of all regulators, the correct regulator, **s**_*f*_, maximizes *p*(**e**_*g*_|**s**_*f*_). On the other hand, to compute *p*(**e**_*g*_|**s**_*f*_) the regulatory signals need not be known explicitly and the knowledge of the sample mean (*μ*_*f*_) and the covariance matrix (Σ_*f*_) corresponding to each set Ω_*f *_is sufficient for model selection. Therefore, one only needs to estimate these sample mean and covariance matrices from the data. The covariance matrix Σ_*f*_, which is the covariance matrix of gene expression data in Ω_*f*_, can be estimated using sample covariance matrix. Assume **E**_*f *_to be the expression measurements of genes in Ω_*f*_, then one can estimate the weighted covariance matrix corresponding to regulator *f *by,

(4)

where *N*_*f *_is the number of samples in Ω_*f*_, *μ*_*i *_and *μ*_*j *_are *i*th and *j*th entries of sample mean, *μ*_*f *_and *w*_*k*_'s are weights which sum to one.

Since we considered Ω_*f*_'s as sets of genes controlled only by one regulator, if **s**_*f *_represents the true model, then the covariance matrix Σ_*f *_can be represented by its first rank approximation using eigenvalue decomposition. Therefore, ignoring the noise terms, the inverse of the covariance matrix can be efficiently computed through its first rank approximation, which not only speeds up the algorithm but also reduces the effects of the noise.

(5)

where *λ*_1 _and **u**_1 _are respectively the principal eigenvalue and the principal eigenvector of the covariance matrix. Given data sets of known TF-gene interactions one can form the sets of Ω_*f*_'s and use equations 4,5 and 3, respectively, to compute *p*(**e**_*g*_|**s**_*f*_) for all TFs and assign to each gene *g *the regulator *f *that provides the maximum value.

The knowledge of regulator-gene interactions represents a low-resolution view of molecular interactions inside a cell. It does not provide any details about how and when these interactions occur. Therefore, as a complement to this information, in some biological studies, the question might be which regulators and how they respond under different environmental or genetic perturbations. One way to tackle this problem is to study the activity levels of different transcription factors across different conditions. The principal eigenvector (eigenvector corresponding to the largest eigenvalue) of the sample covariance matrix (Σ_*f*_) can be viewed as the activity profile of a regulator *f*. Notice that the activity profiles of regulators are principal eigenvectors of different covariance matrices, which necessarily need not be, and, indeed they are not, orthogonal to each other. Therefore, the estimated activity profiles are different from those estimated by algorithms such as Principal component analysis (PCA) [22] or singular value decomposition [23,24] and independent component analysis (ICA)[26] which decompose the original data into a few regulatory signals that are orthogonal or independent.

## Authors' contributions

HZ conceived the method, designed the study, performed the analysis and wrote the manuscript. DS carried out the DNA microarray experiments for amino acid data set. PS obtained the chromatin-IP data for Lrp. MK participated in the design of the study and wrote the manuscript. AK coordinated the study, analyzed microarray data, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Information**. Additional information about performance evaluation, algorithms comparison, and transcription factor sub-networks. Click here for file

Additional file 2 **Supplementary Figure 1(Figure S1)**. Network of transcription factors with correlated profiles. The existence of an edge between two TFs indicates that the correlation between their activity profiles is above a threshold value of 0.70. Such similarities may indicate a certain degree of regulatory redundancy, i.e. different regulators controlling subsets of overlapping genes. Indeed, when we examined to what extent the correlations between the profiles are indicative of TFs regulating common genes, we observed that transcription factor pairs with high correlation regulate common genes with higher probability than TF pairs with low correlations. 55% of TF pairs with correlation above 0.70 appeared to have common targets, compared to 20% of TF pairs with correlation less than 0.70. Click here for file

Additional file 3 **TF-Gene Interactions**. A set of genes with common regulators predicted from both data sets. 

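Each of the 1719 entries names a gene, its top regulators from each of the paper's data sets and the regulator common to both. Of these entries, 1682 matched a gene measured in the 22 amino acid and nucleoside additions. Grouped by their common regulator they gave 61 lists with at least 5 measured genes, which served as the alternative to the textbook regulon lists. With them the ArgR genes of arginine synthesis and the TrpR genes of tryptophan synthesis again put their regulator first in the addition of their amino acid, and isoleucine again had the most active regulators, 23. The entries were chosen by the paper partly on these additions, so results from them are not independent of the log ratios.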

Click here for file

Additional file 4 **TF-Operon Refined Interactions**. A refined catalog of transcriptional interactions. Click here for file

Additional file 5 **Supplementary Figure 2(Figure S2)**. Regulatory network of transcription factors. The consensus regulatory interactions predicted using both data sets. This subnetwork comprises of 101 transcription factors (nodes) with 118 predicted interactions (edges) among them. All interactions are directed from a TF-regulator toward a TF-target. 76 (66%) predicted interactions (red edges) were previously known and include 36 known auto-regulators. The remaining 42 predicted interactions (blue edges) are new. In addition, 13 regulators identified as targets did not have any previously identified regulators. Click here for file

# Supplementary material for: Reconstruction of Escherichia coli transcriptional regulatory networks via regulon-based associations
**Source:** BMC Syst Biol. 2009 Apr 14;3:39. doi: 10.1186/1752-0509-3-39
**Supplement:** Additional file 3 — TF-Gene Interactions. A set of genes with common regulators predicted from both data sets.

Gene Name	Gene BID	Regulator1	Data Set 1			Data Set 2			Common		
			Regulator2	Regulator3	Regulator1	Regulator2	Regulator3	Regulator1	Regulator2	Regulator3	
yjbN	b4049	GadX	rpoH	H-NS	rpoH	PhoP	CpxR	rpoH			
ompF	b0929	OmpR	EnvY	Lrp	Lrp	CpxR	OmpR	OmpR	Lrp		
yjbJ	b4045	Fur	H-NS	IHF	IHF	CRP	ArcA	IHF			
dinF	b4044	LexA	Fur	CpxR	LexA	CRP	ArcA	LexA			
lexA	b4043	LexA	Lrp	CRP	LexA	CRP	ArcA	LexA	CRP		
ycbK	b0926	ArcA	IHF	CRP	H-NS	CRP	IHF	IHF	CRP		
ubiA	b4040	NarL	IHF	ArcA	NarL	CpxR	FNR	NarL			
mukE	b0923	SoxS	H-NS	MarA	H-NS	CpxR	Fis	H-NS			
mukF	b0922	H-NS	CpxR	PhoB	H-NS	SoxS	CpxR	H-NS	CpxR		
smtA	b0921	H-NS	CpxR	PhoB	H-NS	CpxR	Fis	H-NS	CpxR		
ubiC	b4039	NarL	IHF	ArcA	NarL	Fur	GadE	NarL			
malM	b4037	MalT	CRP	Fis	MalT	CRP	FNR	MalT	CRP		
lamB	b4036	MalT	CRP	IHF	MalT	CRP	FNR	MalT	CRP		
malK	b4035	CRP	MalT	FNR	MalT	CRP	FNR	CRP	MalT	FNR	
malE	b4034	MalT	CRP	Fis	MalT	CRP	FNR	MalT	CRP		
malF	b4033	H-NS	CRP	Fis	MalT	CRP	FNR	CRP			
malG	b4032	CRP	GntR	Fis	MalT	CRP	FNR	CRP			
rpsA	b0911	FNR	ArcA	Fis	FNR	Fis	CRP	FNR	Fis		
cmk	b0910	FNR	Fis	LexA	Fis	FNR	CRP	FNR	Fis		
pgi	b4025	CRP	Fis	FNR	FNR	CRP	IHF	CRP	FNR		
aroA	b0908	Lrp	CRP	MetJ	Lrp	CRP	IHF	Lrp	CRP		
lysC	b4024	CRP	FNR	Lrp	CRP	ArgR	Lrp	CRP	Lrp		
serC	b0907	Lrp	CRP	IHF	Lrp	CRP	IHF	Lrp	CRP	IHF	
ycaO	b0905	CRP	IHF	Fis	Fis	rpoH	PurR	Fis			
focA	b0904	NarL	ArcA	IHF	NarL	FNR	ArcA	NarL	ArcA		
pflB	b0903	NarL	ArcA	IHF	NarL	ArcA	FNR	NarL	ArcA		
metH	b4019	MetR	Fur	Lrp	MetR	TyrR	TrpR	MetR			
aceK	b4016	FruR	IclR	IHF	FruR	IHF	ArcA	FruR	IHF		
aceA	b4015	FruR	IclR	ArcA	FruR	IclR	ArcA	FruR	IclR	ArcA	
aceB	b4014	IclR	FruR	ArcA	FruR	IclR	ArcA	IclR	FruR	ArcA	
metA	b4013	MetJ	MetR	rpoH	MetR	MetJ	rpoH	MetJ	MetR	rpoH	
purH	b4006	PhoP	PurR	FNR	PhoP	PurR	Lrp	PhoP	PurR		
purD	b4005	PhoP	NikR	GntR	PhoP	PurR	TyrR	PhoP			
hydG	b4004	Cbl	AppY	CaiF	MhpR	AgaR	Cbl	Cbl			
hupA	b4000	Fis	CRP	CpxR	Fis	CRP	IHF	Fis	CRP		
mtlA	b3599	FruR	Fis	CRP	FruR	Fis	PhoB	FruR	Fis		
aldB	b3588	Fis	CRP	IHF	Fis	CRP	NtrC	Fis	CRP		
upp	b2498	FNR	IHF	CRP	FNR	CRP	IHF	FNR	IHF	CRP	
uraA	b2497	FNR	PurR	IHF	FNR	PurR	IHF	FNR	PurR	IHF	
b2494	b2494	CpxR	PhoB	FNR	CpxR	PhoP	CysB	CpxR			
yiaK	b3575	GalR	GalS	YiaJ	NarP	YiaJ	NtrC	YiaJ			
yiaI	b3573	IclR	NarL	ExuR	NarL	NarP	FNR	NarL			
avtA	b3572	FlhDC	TrpR	IHF	IHF	Lrp	FNR	IHF			
hyfG	b2487	FhlA	HyfR	AscG	AgaR	HyfR	EvgA	HyfR			
bax	b3570	Fis	FNR	H-NS	Fis	CRP	FNR	Fis	FNR		
hyfF	b2486	FhlA	HyfR	NarL	AgaR	HyfR	MarR	HyfR			
hyfB	b2482	FhlA	HyfR	FucR	HyfR	FadR	UxuR	HyfR			
bcp	b2480	CRP	CpxR	Fur	CpxR	CRP	Lrp	CRP	CpxR		
b1391	b1391	PaaX	FlhDC	ModE	NagC	MarA	FlhDC	FlhDC			
xylR	b3569	CaiF	GntR	AtoC	YiaJ	GntR	FlhDC	GntR			
xylF	b3566	XylR	Fis	CRP	Fis	FruR	CRP	Fis	CRP		
xylA	b3565	XylR	GntR	Fis	FruR	Fis	NtrC	Fis			
gcvR	b2479	CpxR	CRP	Fis	CRP	Lrp	FNR	CRP			
glyQ	b3560	rpoH	CpxR	FNR	Fis	rpoH	FNR	rpoH	FNR		
purC	b2476	PurR	FNR	CRP	PurR	Lrp	CRP	PurR	CRP		
dapE	b2472	rpoH	PhoB	NhaR	PhoB	rpoH	FlhDC	rpoH	PhoB		
acrD	b2470	EvgA	BaeR	GntR	BaeR	RcsAB	PhoB	BaeR			

tynA	b1386	CusR	NagC	RcsAB	RcsAB	rpoH	FlhDC	RcsAB		
feaB	b1385	GntR	ModE	FlhDC	FlhDC	Rob	rpoH	FlhDC		
feaR	b1384	CRP	Fis	H-NS	Fis	CRP	IHF	CRP	Fis	
ydbL	b1383	PaaX	IscR	NarL	NarL	PhoB	FlhDC	NarL		
ldhA	b1380	rpoH	Fis	IHF	rpoH	IHF	CRP	rpoH	IHF	
glyS	b3559	rpoH	CpxR	FNR	Fis	CpxR	SoxS	CpxR		
cspA	b3556	Fis	CRP	FNR	CRP	H-NS	FNR	CRP	FNR	
yiaG	b3555	H-NS	IHF	Fis	CRP	Lrp	IHF	IHF		
yiaD	b3552	Fis	CRP	FruR	CRP	IHF	ArcA	CRP		
bisC	b3551	DicA	YiaJ	UlaR	PspF	UlaR	BaeR	UlaR		
tkkB	b2465	MarA	SoxS	H-NS	SoxS	Lrp	IHF	SoxS		
talA	b2464	MarA	SoxS	H-NS	Lrp	SoxS	Fis	SoxS		
b2463	b2463	IHF	ArcA	CRP	FlhDC	IHF	CRP	IHF	CRP	
hslJ	b1379	CysB	RcsAB	rpoH	CysB	IHF	CRP	CysB		
b2460	b2460	HU	MetJ	NagC	NagC	GntR	AgaR	NagC		
b1374	b1374	Fur	CRP	H-NS	FNR	H-NS	CRP	CRP	H-NS	
yagU	b0287	Fis	IHF	CRP	CRP	FNR	IHF	IHF	CRP	
trs5_5	b1370	CytR	NarL	LexA	ArgR	FlhDC	LexA	LexA		
yagR	b0284	CusR	NagC	NtrC	ArgR	FlhDC	NtrC	NtrC		
yagQ	b0283	MprA	Cbl	CaiF	MprA	PhoB	ArgR	MprA		
yagP	b0282	MetR	Rob	CsgD	CsgD	LexA	PhoB	CsgD		
yagN	b0280	SoxS	MarA	IHF	IHF	CRP	ArcA	CRP		
yhjY	b3548	EvgA	GadX	PhoB	NtrC	PhoB	SoxS	PhoB		
yhjW	b3546	CpxR	H-NS	ModE	LexA	FruR	CpxR	CpxR		
dppA	b3544	IHF	FNR	Lrp	IHF	FNR	CRP	IHF	FNR	
dppB	b3543	IHF	FNR	CpxR	IHF	FNR	CRP	IHF	FNR	
dppC	b3542	IHF	FNR	FruR	IHF	FNR	Lrp	IHF	FNR	
dppD	b3541	IHF	FNR	CRP	IHF	FNR	CRP	IHF	FNR	CRP
dppF	b3540	IHF	FNR	CRP	IHF	FNR	CRP	IHF	FNR	CRP
eutJ	b2454	AgaR	AlIR	GntR	FadR	NagC	GntR	GntR		
b1369	b1369	NikR	FlhDC	ModE	ArgR	FlhDC	LexA	FlhDC		
b1364	b1364	IscR	IHF	CRP	CpxR	CRP	FNR	CRP		
argF	b0273	ArgR	CRP	IHF	ArgR	IHF	FNR	ArgR	IHF	
yhjN	b3532	PhoB	BaeR	NarP	AgaR	PhoB	CsgD	PhoB		
b2447	b2447	AlIR	ModE	RcsAB	Nac	RcsAB	ExuR	RcsAB		
ydaT	b1358	NikR	GntR	RcsAB	RcsAB	ArgR	NagC	RcsAB		
ydaS	b1357	NikR	FlhDC	NtrC	FlhDC	rpoH	CpxR	FlhDC		
ydaR	b1356	CRP	H-NS	Fis	CRP	IHF	FNR	CRP		
dctA	b3528	DcuR	ArcA	CRP	ArcA	CRP	DcuR	DcuR	ArcA	CRP
kdgK	b3526	TyrR	PhoB	FruR	FruR	CRP	ArcA	FruR		
yhjH	b3525	FlhDC	CpxR	H-NS	FlhDC	CpxR	H-NS	FlhDC	CpxR	H-NS
yhjE	b3523	Lrp	CRP	H-NS	Lrp	CRP	IHF	Lrp	CRP	
b2439	b2439	NarL	NarP	CpxR	rpoH	ArgR	CpxR	CpxR		
b2430	b2430	CytR	AgaR	CdaR	MarR	PhoB	AgaR	AgaR		
treF	b3519	NtrC	IHF	FNR	Ada	NtrC	SoxS	NtrC		
gadA	b3517	TorR	GadE	GadX	TorR	GadX	GadE	TorR	GadE	GadX
yhiX	b3516	TorR	GadX	GadE	TorR	GadE	GadX	TorR	GadX	GadE
yhiW	b3515	FNR	CRP	H-NS	FNR	H-NS	CRP	FNR	CRP	H-NS
yhiV	b3514	NarP	NarL	FNR	ArcA	MarA	FNR	FNR		
yhiE	b3512	EvgA	GadE	H-NS	EvgA	GadE	H-NS	EvgA	GadE	H-NS
hdeD	b3511	GadE	GadX	TorR	GadE	GadX	H-NS	GadE	GadX	
hdeA	b3510	MarA	TorR	GadE	TorR	MarA	GadE	MarA	TorR	GadE
cysP	b2425	CysB	IHF	CRP	CysB	IHF	H-NS	CysB	IHF	
cysU	b2424	CysB	IHF	FNR	CysB	IHF	H-NS	CysB	IHF	
cysW	b2423	CysB	IHF	ArgR	CysB	IHF	FlhDC	CysB	IHF	
cysA	b2422	CysB	IHF	CRP	CysB	IHF	H-NS	CysB	IHF	
cysM	b2421	CysB	IHF	CRP	CysB	IHF	Lrp	CysB	IHF	
fnr	b1334	CpxR	FNR	Fis	ArcA	FNR	CRP	FNR		
ynaJ	b1332	NarP	FNR	NarL	CRP	ArcA	FNR	FNR		

b1330	b1330	CpxR	Fis	RcsAB	MarA	CpxR	CRP	CpxR		
phoE	b0241	PhoB	H-NS	CRP	PhoB	AlIR	ArgR	PhoB		
hdeB	b3509	MarA	TorR	GadX	MarA	TorR	GadE	MarA	TorR	
slp	b3506	MarA	H-NS	FNR	MarA	H-NS	ArcA	MarA	H-NS	
yfeK	b2419	CueR	CpxR	ModE	NarP	NarL	CpxR	CpxR		
arsB	b3502	TdcA	TdcR	RcsAB	YiaJ	RcsAB	AlIR	RcsAB		
pdxK	b2418	CaiF	OxyR	SoxS	TyrR	SoxS	Nac	SoxS		
corr	b2417	DgsA	FruR	FadR	FruR	DgsA	CRP	DgsA	FruR	
gor	b3500	OxyR	UlaR	FhlA	OxyR	rpoH	GntR	OxyR		
ptsI	b2416	DgsA	FruR	CRP	FruR	Fis	CRP	FruR	CRP	
ptsH	b2415	DgsA	FruR	CRP	FruR	DgsA	CRP	DgsA	FruR	CRP
cysK	b2414	CysB	IHF	CRP	CysB	IHF	CRP	CysB	IHF	CRP
b1329	b1329	FlhDC	GalR	GalS	FNR	CRP	FlhDC	FlhDC		
lig	b2411	GntR	PhoB	FlhDC	IscR	PhoB	RcsAB	PhoB		
b1327	b1327	Zur	CpxR	LexA	CpxR	NagC	FlhDC	CpxR		
tpx	b1324	Fur	OxyR	FNR	ArcA	FNR	FruR	FNR		
tyrR	b1323	TyrR	LrhA	RcsAB	TyrR	SoxS	PhoP	TyrR		
gpt	b0238	Fis	H-NS	FNR	Fis	CRP	IHF	Fis		
ycjF	b1322	rpoH	H-NS	Fur	rpoH	UxuR	SoxS	rpoH		
pepD	b0237	CsgD	rpoH	FNR	CsgD	FNR	Fis	CsgD	FNR	
ycjX	b1321	rpoH	DnaA	GlpR	rpoH	CRP	IHF	rpoH		
yafP	b0234	LexA	Cbl	Nac	LexA	rpoH	CpxR	LexA		
yafO	b0233	LexA	CpxR	ModE	LexA	CRP	ArcA	LexA		
yafN	b0232	Zur	LexA	Cbl	LexA	CRP	FNR	LexA		
dinP	b0231	LexA	CpxR	H-NS	LexA	CRP	ArcA	LexA		
xapA	b2407	GntR	LsrR	YiaJ	ArgR	RcsAB	GntR	GntR		
gltX	b2400	FNR	CRP	Fis	LexA	GadE	Fis	Fis		
dinJ	b0226	OxyR	rpoH	CpxR	CpxR	CRP	FNR	CpxR		
yafK	b0224	Fur	Fis	IHF	Fis	CRP	IHF	Fis	IHF	
yafH	b0221	FadR	ArcA	CRP	FadR	ArgR	NtrC	FadR		
ykfE	b0220	IHF	FNR	CRP	CRP	Lrp	IHF	IHF	CRP	
ycjM	b1309	AgaR	LexA	HU	Fis	rpoH	LexA	LexA		
pspE	b1308	PspF	IHF	CRP	PspF	IHF	CRP	PspF	IHF	CRP
pspD	b1307	PspF	NsrR	IHF	PspF	ArgR	rpoH	PspF		
pspC	b1306	PspF	RcsAB	IHF	PspF	IHF	rpoH	PspF	IHF	
pspB	b1305	PspF	IHF	CRP	PspF	IHF	ArcA	PspF	IHF	
pspA	b1304	PspF	IHF	CRP	PspF	IHF	NtrC	PspF	IHF	
pspF	b1303	DicA	PspF	LrhA	PspF	NagC	PhoB	PspF		
aldH	b1300	IHF	CRP	FNR	NtrC	PhoB	IHF	IHF		
dnaQ	b0215	PhoB	CpxR	Fur	CysB	CpxR	FlhDC	CpxR		
gloB	b0212	DnaA	SoxS	PhoB	PhoB	Fis	CpxR	PhoB		
dniR	b0211	rpoH	Fis	CRP	CRP	IHF	FNR	CRP		
yafD	b0209	Fur	CpxR	Fis	Fis	CpxR	rpoH	CpxR	Fis	
nac	b1988	Nac	NtrC	CRP	Nac	NtrC	ArcA	Nac	NtrC	
cbl	b1987	CysB	NtrC	CRP	NtrC	CysB	ArcA	CysB	NtrC	
b1983	b1983	H-NS	Fis	CRP	CRP	CpxR	ArcA	CRP		
ycaC	b0897	BaeR	H-NS	FNR	BaeR	H-NS	Lrp	BaeR	H-NS	
dmsC	b0896	ModE	NarL	NarP	NarL	ModE	Fur	ModE	NarL	
dmsA	b0894	ModE	NarL	FNR	ModE	NarL	FNR	ModE	NarL	FNR
serS	b0893	ArcA	CRP	FNR	NarL	FNR	Fis	FNR		
ftsK	b0890	LexA	Nac	TyrR	LexA	NagC	H-NS	LexA		
b1976	b1976	CpxR	FNR	H-NS	CRP	IHF	FNR	FNR		
b1973	b1973	SoxS	Fur	MelR	SoxS	Fur	CRP	SoxS	Fur	
trxB	b0888	SoxS	H-NS	Fis	Fis	FNR	IHF	Fis		
cydD	b0887	NarL	NtrC	PhoB	NarL	PhoB	NtrC	NarL	NtrC	PhoB
b1971	b1971	FlhDC	CRP	Fis	FNR	IHF	CRP	CRP		
cydC	b0886	NarL	Fur	Fis	NarL	PhoB	PhoP	NarL		
infA	b0884	Fis	FNR	CRP	CRP	Fis	FNR	Fis	FNR	CRP
clpA	b0882	CRP	ArcA	IHF	CRP	FNR	ArcA	CRP	ArcA	

yljA	b0881	FruR	IHF	Lrp	IHF	H-NS	CRP	IHF		
cspD	b0880	H-NS	FruR	NtrC	H-NS	CRP	ArcA	H-NS		
yedV	b1968	CRP	CpxR	Fur	FNR	CRP	PhoB	CRP		
yedU	b1967	Fis	FNR	CRP	CRP	IHF	FNR	FNR	CRP	
b1964	b1964	GntR	FlhDC	CpxR	LexA	Fis	CpxR	CpxR		
ybjZ	b0879	rpoH	PhoB	DnaA	rpoH	IHF	CpxR	rpoH		
ybjX	b0877	CRP	FNR	H-NS	FNR	IHF	CRP	CRP	FNR	
dcm	b1961	FlhDC	H-NS	GadE	NarP	FlhDC	LexA	FlhDC		
hcp	b0873	MngR	NarP	AtoC	NarP	NarL	FlhDC	NarP		
poxB	b0871	MarA	SoxS	Fis	SoxS	MarA	IHF	MarA	SoxS	
yedI	b1958	PhoB	NtrC	FruR	TrpR	rpoH	NtrC	NtrC		
b1956	b1956	PhoP	rpoH	CpxR	ArgR	CpxR	NtrC	CpxR		
b1955	b1955	MarA	Lrp	OmpR	NtrC	Lrp	PhoP	Lrp		
b1953	b1953	FruR	OxyR	Fis	FNR	CRP	IHF	Fis		
rcaA	b1951	RcsAB	GadE	FlhDC	RcsAB	GadE	H-NS	RcsAB	GadE	
fliR	b1950	FlhDC	RcsAB	H-NS	FlhDC	H-NS	FNR	FlhDC	H-NS	
ybjP	b0865	IHF	FNR	SoxS	Lrp	IHF	Fis	IHF		
artP	b0864	FlhDC	IHF	CpxR	CRP	ArcA	IHF	IHF		
artJ	b0860	ArgR	CRP	IHF	ArgR	CRP	IHF	ArgR	CRP	IHF
fliQ	b1949	FlhDC	RcsAB	H-NS	FlhDC	H-NS	FNR	FlhDC	H-NS	
fliP	b1948	FlhDC	CRP	FNR	FlhDC	H-NS	FNR	FlhDC	FNR	
fliO	b1947	FlhDC	RcsAB	H-NS	FlhDC	H-NS	CpxR	FlhDC	H-NS	
fliN	b1946	FlhDC	H-NS	CpxR	FlhDC	H-NS	FNR	FlhDC	H-NS	
fliM	b1945	FlhDC	ArcA	CRP	FlhDC	H-NS	FNR	FlhDC		
fliL	b1944	FlhDC	FNR	ArcA	FlhDC	H-NS	FNR	FlhDC	FNR	
ybjF	b0859	Nac	PurR	Fis	ExuR	PhoB	PurR	PurR		
fliK	b1943	FlhDC	FNR	IHF	FlhDC	H-NS	FNR	FlhDC	FNR	
fliJ	b1942	FlhDC	FNR	ArcA	FlhDC	H-NS	FNR	FlhDC	FNR	
potI	b0857	AlrR	NtrC	MngR	NtrC	Nac	ArgR	NtrC		
fliI	b1941	FlhDC	FNR	IHF	FlhDC	H-NS	CpxR	FlhDC		
potH	b0856	NtrC	Nac	ArgR	NtrC	TrpR	CpxR	NtrC		
fliH	b1940	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR
potG	b0855	NtrC	ArgR	Nac	NtrC	CpxR	TrpR	NtrC		
potF	b0854	NtrC	H-NS	CRP	NtrC	Lrp	CRP	NtrC	CRP	
ybjN	b0853	SoxS	TyrR	CsgD	SoxS	Fis	CRP	SoxS		
rimK	b0852	SoxS	OxyR	GadX	SoxS	AgaR	ZraR	SoxS		
mdaA	b0851	SoxS	FruR	Lrp	SoxS	Fis	FNR	SoxS		
ybjC	b0850	SoxS	ExuR	ModE	SoxS	Fis	MarA	SoxS		
fliG	b1939	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR
fliF	b1938	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR	FlhDC	H-NS	FNR
fliE	b1937	FlhDC	NtrC	AgaR	FlhDC	H-NS	FNR	FlhDC		
yedN	b1934	NtrC	FlhDC	H-NS	FlhDC	CpxR	H-NS	FlhDC	H-NS	
grxA	b0849	OxyR	MetJ	UlaR	OxyR	CRP	FNR	OxyR		
b1933	b1933	rpoH	H-NS	IHF	FlhDC	H-NS	CpxR	H-NS		
ybjG	b0841	PhoP	UlaR	MarA	PhoP	ArcA	IHF	PhoP		
deoR	b0840	PhoP	Nac	NarL	PhoP	PhoB	Rob	PhoP		
yedE	b1929	FNR	CpxR	IHF	CRP	IHF	FNR	FNR	IHF	
amyA	b1927	OmpR	RcsAB	NtrC	NtrC	Lrp	IHF	NtrC		
fliT	b1926	FlhDC	CpxR	GadE	FlhDC	H-NS	FNR	FlhDC		
fliS	b1925	FlhDC	CpxR	GadE	FlhDC	H-NS	FNR	FlhDC		
fliD	b1924	FlhDC	CpxR	GadE	FlhDC	H-NS	FNR	FlhDC		
dacC	b0839	PhoP	FNR	CRP	FNR	PhoB	ArcA	FNR		
fliC	b1923	GadE	H-NS	FlhDC	GadE	H-NS	CpxR	GadE	H-NS	
fliA	b1922	FlhDC	H-NS	CpxR	FlhDC	H-NS	CpxR	FlhDC	H-NS	CpxR
fliZ	b1921	FlhDC	H-NS	CpxR	FlhDC	H-NS	FNR	FlhDC	H-NS	
b0836	b0836	NarL	FNR	ArcA	ArcA	FNR	CRP	FNR	ArcA	
fliY	b1920	H-NS	FlhDC	IHF	H-NS	FlhDC	IHF	H-NS	FlhDC	IHF
yedO	b1919	H-NS	Lrp	FNR	FlhDC	Lrp	FNR	Lrp	FNR	
uvrY	b1914	LexA	AsnC	GadX	LexA	CRP	CpxR	LexA		

uvrC	b1913	LexA	rpoH	PurR	LexA	CpxR	rpoH	LexA	rpoH		
ybiK	b0828	CysB	IHF	CRP	IHF	FlhDC	H-NS	IHF			
moeA	b0827	NarL	PrpR	OxyR	NarL	FNR	rpoH	NarL			
ybiT	b0820	rpoH	PhoB	FNR	FadR	Fis	rpoH	rpoH			
yecA	b1908	PhoB	FlhDC	CRP	Fis	PhoB	ArcA	PhoB			
tyrP	b1907	HU	TyrR	PdhR	HU	TyrR	Fur	HU	TyrR		
ftn	b1905	Fur	IHF	FNR	IHF	CRP	FNR	IHF	FNR		
yecl	b1902	CpxR	HcaR	ArgR	CpxR	CRP	FNR	CpxR			
araF	b1901	AraC	GntR	GalR	CRP	AraC	H-NS	AraC			
araG	b1900	AraC	RcsAB	GadE	CRP	AraC	H-NS	AraC			
ybiP	b0815	H-NS	Fur	Fis	Fur	FlhDC	NarL	Fur			
ompX	b0814	FNR	CRP	IHF	FNR	CRP	IHF	FNR	CRP	IHF	
dps	b0812	OxyR	IHF	FNR	OxyR	IHF	CRP	OxyR	IHF		
glnH	b0811	NtrC	IHF	CRP	NtrC	IHF	Fis	NtrC	IHF		
glnP	b0810	NtrC	IHF	CRP	NtrC	IHF	Fis	NtrC	IHF		
glnQ	b0809	NtrC	Fis	IHF	NtrC	Fis	IHF	NtrC	Fis	IHF	
b0805	b0805	Fur	CRP	ArgR	Fur	CRP	IHF	Fur	CRP		
prlC	b3498	CRP	rpoH	LexA	rpoH	Fis	IHF	rpoH			
uspA	b3495	FadR	CRP	Fis	FadR	CRP	IHF	FadR	CRP		
pitA	b3493	ArgR	FruR	Fis	FNR	Fis	IHF	Fis			
yhiN	b3492	FruR	CpxR	FlhDC	rpoH	LexA	CpxR	CpxR			
nikE	b3480	NhaR	NikR	MprA	NarL	NikR	NarP	NikR			
nupC	b2393	Nac	CytR	IHF	Nac	CytR	CRP	Nac	CytR		
b2392	b2392	Fur	IHF	CRP	Fur	IHF	CRP	Fur	IHF	CRP	
b2390	b2390	Fur	CpxR	IHF	RcsAB	CpxR	FlhDC	CpxR			
nikD	b3479	NikR	NarL	GntR	NarL	NikR	FNR	NikR	NarL		
nikC	b3478	NikR	IscR	NarP	NarL	NikR	FNR	NikR			
nikB	b3477	NikR	NarP	NarL	NarL	NikR	FlhDC	NikR	NarL		
nikA	b3476	NikR	NarL	FNR	NarL	NikR	FNR	NikR	NarL	FNR	
glk	b2388	FruR	Fis	H-NS	FruR	FNR	CRP	FruR			
ycjC	b1299	PhoB	NtrC	CdaR	NtrC	PhoB	Fur	PhoB	NtrC		
ycjL	b1298	CRP	IHF	FNR	NtrC	IHF	Fis	IHF			
b1297	b1297	CRP	FNR	IHF	NtrC	IHF	Fis	IHF			
b2379	b2379	PhoB	PurR	FruR	PhoB	SoxS	Rob	PhoB			
ddg	b2378	Fis	H-NS	CRP	FNR	CRP	IHF	CRP			
rpoH	b3461	CytR	DnaA	IHF	CytR	rpoH	LexA	CytR			
livJ	b3460	Lrp	CRP	IHF	Lrp	CRP	IHF	Lrp	CRP	IHF	
b2374	b2374	NanR	PhoP	CpxR	CpxR	FNR	H-NS	CpxR			
fabI	b1288	FruR	CpxR	FNR	Fis	FruR	rpoH	FruR			
yciW	b1287	CysB	IHF	CRP	IHF	CRP	H-NS	IHF	CRP		
evgS	b2370	EvgA	HyfR	BaeR	EvgA	PhoB	AgaR	EvgA			
rnb	b1286	Fis	CRP	FNR	CRP	IHF	FNR	CRP	FNR		
yciR	b1285	Fur	GadE	NtrC	CpxR	NtrC	Fur	Fur	NtrC		
abc	b0199	MetJ	CRP	IHF	MetJ	CRP	IHF	MetJ	CRP	IHF	
osmB	b1283	RcsAB	IHF	CRP	RcsAB	CRP	H-NS	RcsAB	CRP		
yaeE	b0198	MetJ	rpoH	FNR	MetJ	rpoH	CRP	MetJ	rpoH		
yaeC	b0197	MetJ	CRP	NtrC	MetJ	IHF	CRP	MetJ	CRP		
pyrF	b1281	Nac	Fis	PurR	Fis	CRP	IHF	Fis			
rscF	b0196	CRP	FNR	Fis	CpxR	Lrp	Fis	Fis			
cutF	b0192	MtlR	OxyR	PhoP	PhoP	CpxR	Cbl	PhoP			
livK	b3458	Lrp	IHF	CRP	Lrp	CRP	IHF	Lrp	IHF	CRP	
livH	b3457	Lrp	MetJ	ArgR	Lrp	TyrR	TrpR	Lrp			
livM	b3456	Lrp	IHF	CRP	Lrp	TyrR	IHF	Lrp	IHF		
livG	b3455	Lrp	IHF	PhoB	Lrp	IHF	CRP	Lrp	IHF		
livF	b3454	Lrp	IHF	ArgR	Lrp	TrpR	IHF	Lrp	IHF		
ugpB	b3453	PhoB	CRP	ArcA	PhoB	NtrC	Fis	PhoB			
evgA	b2369	EvgA	LexA	CpxR	EvgA	CRP	H-NS	EvgA			
ugpA	b3452	PhoB	FruR	Lrp	PhoB	NtrC	FruR	PhoB	FruR		
ugpE	b3451	PhoB	GntR	AraC	PhoB	NtrC	Fis	PhoB			

emrY	b2367	EvgA	AlIR	XylR	EvgA	NagC	CpxR	EvgA		
ugpC	b3450	SoxS	PhoB	SdiA	PhoB	PrpR	Cbl	PhoB		
dsdA	b2366	FlhDC	CRP	FNR	FlhDC	Fur	CpxR	FlhDC		
dsdC	b2364	LexA	MetJ	FlhDC	FlhDC	Rob	CpxR	FlhDC		
ribA	b1277	SoxS	DeoR	LldR	SoxS	Fis	FNR	SoxS		
acnA	b1276	FruR	ArcA	IHF	FruR	NtrC	Fis	FruR		
cysB	b1275	CysB	CpxR	H-NS	CysB	FlhDC	FNR	CysB		
topA	b1274	rpoH	Fis	FlhDC	rpoH	SoxS	Fis	rpoH	Fis	
ldcC	b0186	LsrR	NtrC	AppY	Lrp	NtrC	OxyR	NtrC		
accA	b0185	rpoH	FlhDC	CpxR	CpxR	Fis	Fur	CpxR		
dnaE	b0184	FNR	H-NS	Fis	CpxR	Fis	ArgR	Fis		
rnhB	b0183	LexA	FlhDC	H-NS	Fis	CpxR	FlhDC	FlhDC		
lpxA	b0181	GadE	ArgR	CpxR	CpxR	ArgR	GadE	GadE	ArgR	CpxR
fabZ	b0180	GadE	CpxR	Fis	CpxR	ArgR	FNR	CpxR		
ugpQ	b3449	SoxS	MarA	PhoB	PhoB	CysB	Nac	PhoB		
yhhA	b3448	Fis	FNR	CRP	CRP	IHF	FNR	FNR	CRP	
yfdN	b2357	AgaR	RcsAB	MngR	ArgR	RcsAB	rpoH	RcsAB		
b2351	b2351	H-NS	Fur	IHF	CRP	rpoH	IHF	IHF		
yciV	b1266	Nac	LexA	PhoB	HyfR	PhoB	FhlA	PhoB		
trpE	b1264	TrpR	IHF	ArcA	TrpR	Lrp	CpxR	TrpR		
lpxD	b0179	GadE	CpxR	H-NS	CpxR	GadE	Fis	GadE	CpxR	
trpD	b1263	TrpR	IHF	ArcA	TrpR	Lrp	CRP	TrpR		
hlpA	b0178	CpxR	GadE	NarL	CpxR	GadE	rpoH	CpxR	GadE	
trpC	b1262	TrpR	IHF	TyrR	TrpR	Lrp	IHF	TrpR	IHF	
yaeT	b0177	rpoH	ArcA	CRP	H-NS	CRP	Fis	CRP		
trpB	b1261	TrpR	IHF	TyrR	TrpR	Lrp	CRP	TrpR		
yaeL	b0176	rpoH	Fis	ArgR	CpxR	Fis	H-NS	Fis		
trpA	b1260	TrpR	IHF	CRP	TrpR	CRP	Lrp	TrpR	CRP	
uppS	b0174	Fis	CRP	IHF	Fis	CRP	H-NS	Fis	CRP	
dxr	b0173	Nac	CpxR	Lrp	CpxR	PurR	TrpR	CpxR		
frf	b0172	LexA	FNR	rpoH	CpxR	Fur	FNR	FNR		
pyrH	b0171	FNR	Fis	CRP	ArgR	IHF	FNR	FNR		
tsf	b0170	FNR	Fis	ArcA	CRP	FNR	Fis	FNR	Fis	
yhhW	b3439	PhoP	Cbl	Fur	CysB	Cbl	CpxR	Cbl		
gntK	b3437	GntR	TyrR	IdnR	GntR	IdnR	CRP	GntR	IdnR	
asd	b3433	CRP	IHF	Lrp	Lrp	CRP	FNR	CRP	Lrp	
glgB	b3432	FNR	IHF	CRP	CRP	FNR	Lrp	FNR	CRP	
glgX	b3431	FNR	ArcA	IHF	CRP	FNR	Lrp	FNR		
yfdC	b2347	NtrC	FlhDC	CaiF	NtrC	RcsAB	SoxS	NtrC		
glgC	b3430	FNR	CRP	IHF	CRP	Lrp	FNR	FNR	CRP	
vacJ	b2346	FruR	GadX	PhoP	Lrp	CpxR	FruR	FruR		
fadL	b2344	PhoP	OmpR	FadR	FadR	PhoP	OmpR	PhoP	OmpR	FadR
yciG	b1259	H-NS	FNR	IHF	H-NS	CRP	Lrp	H-NS		
b2342	b2342	FadR	ArcA	CRP	FadR	DnaA	FlhDC	FadR		
yciF	b1258	H-NS	FNR	Fis	H-NS	CRP	FNR	H-NS	FNR	
b2341	b2341	FadR	ArcA	CRP	FadR	Fis	ArcA	FadR	ArcA	
b2340	b2340	CpxR	NtrC	H-NS	CpxR	Fur	Lrp	CpxR		
yciD	b1256	FNR	Fur	ArcA	FNR	CRP	ArcA	FNR	ArcA	
rpsB	b0169	FNR	Fis	ArcA	FNR	CRP	Fis	FNR	Fis	
tonB	b1252	Fur	FNR	IHF	Fur	IHF	CRP	Fur	IHF	
dapD	b0166	CpxR	ArgR	FNR	CpxR	CRP	Lrp	CpxR		
yaeG	b0162	CdaR	CRP	FNR	CdaR	FadR	FlhDC	CdaR		
htrA	b0161	CpxR	H-NS	CRP	CpxR	H-NS	Fur	CpxR	H-NS	
dgt	b0160	Zur	HcaR	PhoB	PhoB	CysB	NarL	PhoB		
glgA	b3429	FNR	IHF	CRP	CRP	FNR	Lrp	FNR	CRP	
yfcU	b2338	GntR	FhlA	PhoP	NagC	LexA	GntR	GntR		
cls	b1249	PhoB	DnaA	PhoP	PhoP	Lrp	rpoH	PhoP		
oppF	b1247	ModE	Lrp	ArcA	ModE	Lrp	ArcA	ModE	Lrp	ArcA
oppD	b1246	ModE	Lrp	ArcA	ModE	Lrp	ArcA	ModE	Lrp	ArcA

oppC	b1245	ModE	Lrp	ArcA	ModE	Lrp	ArcA	ModE	Lrp	ArcA
oppB	b1244	ModE	Lrp	ArcA	ModE	Lrp	ArcA	ModE	Lrp	ArcA
oppA	b1243	ModE	Lrp	ArcA	ModE	Lrp	ArcA	ModE	Lrp	ArcA
adhE	b1241	FruR	NarL	Fis	FruR	NarL	Fis	FruR	NarL	Fis
hemL	b0154	PhoP	CdaR	Nac	PhoP	ArgR	Lrp	PhoP		
fhuB	b0153	Fur	SoxS	NagC	Fur	OxyR	FhlA	Fur		
fhuD	b0152	Fur	CpxR	NarL	Fur	FlhDC	CpxR	Fur	CpxR	
fhuC	b0151	Cbl	Fur	FhlA	Fur	Rob	SoxS	Fur		
fhuA	b0150	Fur	FNR	CRP	Fur	CRP	FNR	Fur	FNR	CRP
malT	b3418	DgsA	Lrp	CRP	Lrp	DgsA	CRP	DgsA	Lrp	CRP
malP	b3417	MalT	FNR	CRP	MalT	FNR	CRP	MalT	FNR	CRP
malQ	b3416	MalT	FNR	FruR	MalT	FNR	CRP	MalT	FNR	
gntT	b3415	GntR	PhoB	CRP	GntR	FlhDC	CRP	GntR	CRP	
yhgl	b3414	GntR	IscR	CRP	GntR	IscR	CRP	GntR	IscR	CRP
fabB	b2323	FadR	CRP	IHF	FadR	FNR	CpxR	FadR		
hns	b1237	GadX	H-NS	Fis	GadX	Fis	H-NS	GadX	H-NS	Fis
galU	b1236	SoxS	CpxR	ModE	CpxR	Fis	FruR	CpxR		
sfsA	b0146	NarL	H-NS	IHF	H-NS	CRP	FNR	H-NS		
dksA	b0145	HU	Fis	H-NS	FNR	CRP	Fis	Fis		
pcnB	b0143	CRP	FNR	H-NS	rpoH	FNR	IHF	FNR		
feoB	b3409	Fur	FNR	NarL	Fur	FNR	CRP	Fur	FNR	
feoA	b3408	Fur	FNR	H-NS	Fur	FNR	CRP	Fur	FNR	
ompR	b3405	ArgR	UxuR	Fur	CpxR	ArgR	NarL	ArgR		
pckA	b3403	FruR	IHF	CRP	FruR	CRP	FNR	FruR	CRP	
hslO	b3401	rpoH	CRP	Fis	rpoH	IHF	LexA	rpoH		
hslR	b3400	rpoH	CRP	Fis	rpoH	IHF	CRP	rpoH	CRP	
accD	b2316	LexA	PhoP	Fis	LexA	Fur	PurR	LexA		
cvpA	b2313	PurR	PhoP	CRP	PurR	FNR	CRP	PurR	CRP	
purF	b2312	PurR	PhoP	CRP	PurR	Lrp	FNR	PurR		
b1228	b1228	FNR	Fis	PhoB	HyfR	Fis	FhlA	Fis		
narI	b1227	NarL	CpxR	IHF	NarL	IHF	FNR	NarL	IHF	
argT	b2310	NtrC	Fis	IHF	NtrC	Fis	CRP	NtrC	Fis	
narJ	b1226	NarL	IHF	FNR	NarL	IHF	FNR	NarL	IHF	FNR
narH	b1225	NarL	IHF	FNR	NarL	IHF	FNR	NarL	IHF	FNR
narG	b1224	NarL	IHF	FNR	NarL	IHF	FNR	NarL	IHF	FNR
narK	b1223	NarL	IHF	FNR	NarL	IHF	FNR	NarL	IHF	FNR
narX	b1222	ModE	UlaR	CdaR	ModE	NarP	NarL	ModE		
narL	b1221	ModE	Fis	CRP	ModE	FNR	IHF	ModE		
panD	b0131	IHF	Fis	CRP	CpxR	Lrp	CRP	CRP		
hisJ	b2309	NtrC	IHF	ArgR	NtrC	CRP	IHF	NtrC	IHF	
hisQ	b2308	NtrC	NagC	AscG	NtrC	IHF	Lrp	NtrC		
hisM	b2307	NtrC	MetJ	ArgR	NtrC	Lrp	IHF	NtrC		
hisP	b2306	NtrC	LeuO	MetJ	NtrC	ArgR	PhoP	NtrC		
chaB	b1217	ModE	SoxS	PhoB	CpxR	Fur	PhoB	PhoB		
chaA	b1216	CpxR	NhaR	Fis	CRP	rpoH	CpxR	CpxR		
yfcE	b2300	Lrp	SoxS	Fis	Fis	FNR	CRP	Fis		
yadI	b0129	PhoB	CdaR	CytR	CytR	FNR	FlhDC	CytR		
prfA	b1211	CpxR	RcsAB	ArcA	IHF	ArcA	FNR	ArcA		
hemA	b1210	FNR	RcsAB	IHF	IHF	ArcA	FNR	FNR	IHF	
speE	b0121	CRP	FNR	ArcA	Fis	CRP	IHF	CRP		
speD	b0120	FNR	CRP	PurR	Fis	CRP	IHF	CRP		
yacL	b0119	CRP	Fur	NarL	CRP	CpxR	rpoH	CRP		
ychF	b1203	Fis	FNR	CRP	Lrp	Fis	CRP	Fis	CRP	
acnB	b0118	FruR	Fis	ArcA	FruR	Fis	ArcA	FruR	Fis	ArcA
lpdA	b0116	PdhR	Fis	FNR	Fis	ArcA	FNR	Fis	FNR	
b1200	b1200	DhaR	IHF	CRP	DhaR	CRP	FNR	DhaR	CRP	
aceF	b0115	PdhR	ArcA	FNR	ArcA	FNR	CRP	ArcA	FNR	
aceE	b0114	PdhR	ArcA	FNR	ArcA	FNR	CRP	ArcA	FNR	
pdhR	b0113	PdhR	FNR	CRP	FNR	Fis	CRP	FNR	CRP	

aroP	b0112	TyrR	CRP	IHF	TyrR	Lrp	CRP	TyrR	CRP		
guaC	b0104	ArgR	IHF	FNR	CpxR	Fur	ArgR	ArgR			
b2997	b2997	NarL	ArcA	Fur	NarL	ArcA	FNR	NarL	ArcA		
hybA	b2996	NarL	NarP	TorR	NarL	ArcA	FNR	NarL			
hybB	b2995	NarL	CaiF	LexA	NarL	ArcA	CRP	NarL			
hybC	b2994	NarL	FhlA	NarP	NarL	ArcA	FNR	NarL			
hybG	b2990	NhaR	NarL	Nac	NarL	ArcA	NarP	NarL			
araH_1	b1899	CsgD	CytR	AraC	CRP	AraC	FNR	AraC			
otsB	b1897	SoxS	Fis	IHF	H-NS	CRP	IHF	IHF			
glcC	b2980	GlcC	CRP	IHF	CRP	ArcA	GlcC	GlcC	CRP		
otsA	b1896	MarA	SoxS	H-NS	Lrp	SoxS	IHF	SoxS			
flhD	b1892	LrhA	RcsAB	OmpR	QseB	RcsAB	Fur	RcsAB			
flhC	b1891	LrhA	RcsAB	OmpR	QseB	RcsAB	Fur	RcsAB			
motA	b1890	CpxR	FlhDC	H-NS	CpxR	FlhDC	GadE	CpxR	FlhDC		
glcD	b2979	GlcC	ArcA	IHF	IHF	ArcA	CRP	ArcA	IHF		
glcF	b2978	ArcA	IHF	CRP	IHF	ArcA	Fis	ArcA	IHF		
glcG	b2977	GlcC	ArcA	IHF	IHF	ArcA	Lrp	ArcA	IHF		
glcB	b2976	GlcC	ArcA	IHF	IHF	ArcA	CRP	ArcA	IHF		
motB	b1889	CpxR	FlhDC	H-NS	CpxR	FlhDC	FNR	CpxR	FlhDC		
cheA	b1888	CpxR	H-NS	GadE	CpxR	FNR	FlhDC	CpxR			
cheW	b1887	CpxR	H-NS	FNR	CpxR	FNR	FlhDC	CpxR	FNR		
b2970	b2970	AlIR	rpoH	NtrC	LexA	rpoH	FadR	rpoH			
tar	b1886	CpxR	FNR	FlhDC	FlhDC	FNR	CpxR	CpxR	FNR	FlhDC	
tap	b1885	FNR	FlhDC	CpxR	CpxR	FlhDC	FNR	FNR	FlhDC	CpxR	
cheR	b1884	FlhDC	FNR	CpxR	CpxR	FlhDC	FNR	FlhDC	FNR	CpxR	
dinG	b0799	LexA	TyrR	CpxR	LexA	CRP	ArcA	LexA			
cheB	b1883	FNR	FlhDC	CpxR	CpxR	FNR	FlhDC	FNR	FlhDC	CpxR	
cheY	b1882	CpxR	FNR	FlhDC	CpxR	FNR	FlhDC	CpxR	FNR	FlhDC	
rhIE	b0797	FlhDC	CRP	Fis	Fur	Fis	CRP	CRP	Fis		
cheZ	b1881	FNR	FlhDC	CpxR	CpxR	FNR	FlhDC	FNR	FlhDC	CpxR	
flhB	b1880	FlhDC	FNR	NarL	FlhDC	CpxR	H-NS	FlhDC			
nupG	b2964	CytR	DeoR	EvgA	CytR	CRP	Fis	CytR			
mltC	b2963	H-NS	Fur	FruR	FruR	FlhDC	CpxR	FruR			
flhA	b1879	FlhDC	IHF	CRP	FlhDC	CpxR	H-NS	FlhDC			
flhE	b1878	FlhDC	RcsAB	FNR	FlhDC	CpxR	H-NS	FlhDC			
mutY	b2961	MarA	PhoP	LexA	LexA	CpxR	ArgR	LexA			
yggH	b2960	FNR	H-NS	Fur	Fis	FNR	CpxR	FNR			
ybhO	b0789	MarA	NarL	PhoB	SoxS	MarA	NtrC	MarA			
moaE	b0785	CueR	ModE	PhoP	ModE	FNR	NarL	ModE			
moaD	b0784	CueR	ModE	HU	ModE	FNR	IHF	ModE			
moaC	b0783	CueR	ModE	CpxR	ModE	FNR	IHF	ModE			
moaB	b0782	CueR	ModE	PhoP	ModE	FNR	CueR	CueR	ModE		
moaA	b0781	CueR	ModE	EnvY	ModE	FNR	IHF	ModE			
ybhK	b0780	ArcA	H-NS	LexA	PhoB	Rob	LexA	LexA			
yggN	b2958	FlhDC	CpxR	FruR	SoxS	CpxR	NagC	CpxR			
yggT	b2952	rpoH	PhoB	AraC	FlhDC	CpxR	rpoH	rpoH			
aspS	b1866	FNR	Fis	CRP	PurR	Fis	FNR	FNR	Fis		
yebC	b1864	ArgR	NarL	Fis	Fis	CRP	PurR	Fis			
uvrB	b0779	LexA	ArcA	IHF	LexA	CRP	ArcA	LexA	ArcA		
ruvA	b1861	LexA	CpxR	SoxS	LexA	CRP	FNR	LexA			
ruvB	b1860	LexA	GcvA	NagC	LexA	FhlA	CdaR	LexA			
bioB	b0775	CRP	BirA	CpxR	IHF	CRP	FNR	CRP			
gshB	b2947	HU	CpxR	NarL	SoxS	CpxR	Lrp	CpxR			
galP	b2943	GalR	GalS	CRP	GalR	GalS	CRP	GalR	GalS	CRP	
metK	b2942	MetJ	CRP	FNR	MetJ	CRP	FNR	MetJ	CRP	FNR	
yebL	b1857	Zur	HcaR	TyrR	Zur	CRP	FNR	Zur			
pykA	b1854	NarL	Fur	rpoH	IHF	NarL	FNR	NarL			
zwf	b1852	Rob	MarA	SoxS	Rob	SoxS	MarA	Rob	MarA	SoxS	
ybhE	b0767	OxyR	IHF	FNR	H-NS	SoxS	IHF	IHF			

edd	b1851	GntR	FruR	NarP	GntR	FruR	PhoB	GntR	FruR		
ybhA	b0766	HU	H-NS	PhoB	Fur	H-NS	CRP	H-NS			
eda	b1850	GntR	QseB	DgsA	GntR	PhoB	FruR	GntR			
modC	b0765	ModE	CRP	FhlA	ModE	FlhDC	CpxR	ModE			
modB	b0764	ModE	GntR	MprA	ModE	CRP	H-NS	ModE			
modA	b0763	ModE	CRP	IHF	ModE	CRP	IHF	ModE	CRP		IHF
modF	b0760	Fur	CpxR	NtrC	Fur	CRP	H-NS	Fur			
speA	b2938	PurR	H-NS	CRP	PurR	Fis	FNR	PurR			
speB	b2937	PurR	CpxR	Fis	PurR	CpxR	FNR	PurR	CpxR		
purT	b1849	CRP	FNR	IHF	PurR	CRP	Lrp	CRP			
yebG	b1848	CpxR	LexA	H-NS	LexA	CRP	ArcA	LexA			
yebF	b1847	CpxR	LexA	H-NS	LexA	ArcA	CRP	LexA			
yebE	b1846	CpxR	IHF	Fur	CpxR	CRP	ArcA	CpxR			
ptrB	b1845	NagC	BaeR	ExuR	CpxR	NagC	FlhDC	NagC			
galE	b0759	HU	GalR	GalS	HU	GalR	GalS	HU	GalR		GalS
galT	b0758	HU	GalR	GalS	HU	GalR	GalS	HU	GalR		GalS
holE	b1842	Fis	H-NS	rpoH	CRP	LexA	H-NS	H-NS			
galK	b0757	HU	GalR	GalS	HU	GalR	GalS	HU	GalR		GalS
b1841	b1841	H-NS	PhoB	Fis	Fis	NarL	Fur	Fis			
galM	b0756	HU	GalR	GalS	HU	GalR	GalS	HU	GalR		GalS
b1840	b1840	H-NS	PhoB	CRP	Fis	IHF	CRP	CRP			
gpmA	b0755	Fur	PhoP	GadE	Fur	CRP	FNR	Fur			
aroG	b0754	TyrR	CpxR	Nac	TyrR	CpxR	CRP	TyrR	CpxR		
b0753	b0753	OmpR	MarA	NtrC	ArcA	NtrC	IHF	NtrC			
nadA	b0750	CRP	ArcA	IHF	CRP	IHF	FNR	CRP	IHF		
epd	b2927	FruR	NarL	Fis	FruR	CRP	rpoH	FruR			
pgk	b2926	FruR	NarL	CRP	FruR	CRP	Fis	FruR	CRP		
fba	b2925	FruR	CRP	FNR	FruR	rpoH	Fis	FruR			
yggB	b2924	CRP	FNR	H-NS	CRP	FNR	IHF	CRP	FNR		
yggE	b2922	IHF	FNR	CRP	FNR	CRP	IHF	IHF	FNR		CRP
pphA	b1838	rpoH	OxyR	PhoP	UxuR	rpoH	ArgR	rpoH			
ygfH	b2920	NagC	SoxS	GntR	RcsAB	FadR	NagC	NagC			
b1836	b1836	H-NS	IHF	FNR	IHF	H-NS	CRP	H-NS	IHF		
yebU	b1835	Fis	GadE	PurR	SoxS	PurR	MarA	PurR			
prc	b1830	Fis	rpoH	CRP	Fis	IHF	CRP	Fis	CRP		
ybgF	b0742	Fis	CpxR	Lrp	FNR	CpxR	CRP	CpxR			
ygfG	b2919	YiaJ	EvgA	AllR	AgaR	EvgA	PhoB	EvgA			
iciA	b2916	PhoB	FlhDC	TyrR	PhoB	FhlA	ArgR	PhoB			
ipiA	b2914	FadR	MetR	rpoH	SoxS	rpoH	CpxR	rpoH			
serA	b2913	Nac	Lrp	CRP	Nac	Lrp	CRP	Nac	Lrp		CRP
htpX	b1829	rpoH	IHF	FNR	rpoH	CRP	IHF	rpoH	IHF		
ygfA	b2912	H-NS	CpxR	rpoH	CpxR	PhoB	FadR	CpxR			
b1825	b1825	NarL	IHF	FNR	Fis	FNR	CRP	FNR			
cspC	b1823	CpxR	FNR	PhoB	CRP	Fis	FNR	FNR			
tolR	b0738	PhoP	ArgR	FlhDC	FlhDC	Fis	Fur	FlhDC			
b1821	b1821	rpoH	MalT	H-NS	CsgD	FruR	rpoH	rpoH			
ybgC	b0736	H-NS	Fis	NtrC	CRP	H-NS	CpxR	H-NS			
ybgE	b0735	FruR	H-NS	FNR	FruR	ArcA	FNR	FruR	FNR		
cydB	b0734	FruR	H-NS	ArcA	FruR	H-NS	ArcA	FruR	H-NS		ArcA
cydA	b0733	FruR	H-NS	ArcA	FruR	H-NS	ArcA	FruR	H-NS		ArcA
pepP	b2908	CpxR	LexA	NarL	CpxR	rpoH	PurR	CpxR			
gcvT	b2905	PurR	GcvA	Lrp	PurR	Lrp	GcvA	PurR	GcvA		Lrp
gcvH	b2904	PurR	GcvA	Lrp	Lrp	PurR	GcvA	PurR	GcvA		Lrp
gcvP	b2903	GcvA	PurR	Lrp	PurR	Lrp	FNR	PurR	Lrp		
manZ	b1819	NagC	DgsA	CRP	NagC	DgsA	CRP	NagC	DgsA		CRP
manY	b1818	NagC	DgsA	CRP	NagC	DgsA	CRP	NagC	DgsA		CRP
manX	b1817	NagC	DgsA	CRP	NagC	DgsA	CRP	NagC	DgsA		CRP
sdaA	b1814	Lrp	IHF	CRP	Lrp	rpoH	CRP	Lrp	CRP		
sucD	b0729	Fur	ArcA	IHF	Fur	ArcA	IHF	Fur	ArcA		IHF

sucC	b0728	Fur	ArcA	IHF	Fur	ArcA	IHF	Fur	ArcA	IHF
sucB	b0727	Fur	ArcA	IHF	Fur	ArcA	IHF	Fur	ArcA	IHF
sucA	b0726	Fur	ArcA	IHF	Fur	ArcA	IHF	Fur	ArcA	IHF
b1810	b1810	H-NS	NtrC	Fis	H-NS	CRP	IHF	H-NS		
sdhB	b0724	Fur	FNR	FlhDC	Fur	ArcA	FNR	Fur	FNR	
sdhA	b0723	Fur	ArcA	FNR	Fur	ArcA	FNR	Fur	ArcA	FNR
sdhD	b0722	Fur	ArcA	CRP	Fur	ArcA	FNR	Fur	ArcA	
gltA	b0720	ArcA	IHF	CRP	ArcA	IHF	CRP	ArcA	IHF	CRP
b1809	b1809	PhoP	Fur	CRP	Fis	CRP	H-NS	CRP		
fadD	b1805	FadR	ArcA	CRP	FadR	ArcA	CRP	FadR	ArcA	CRP
ybgQ	b0718	NagC	CpxR	RcsAB	RcsAB	NagC	LexA	NagC	RcsAB	
yeaW	b1802	GntR	NagC	CusR	UxuR	NagC	SoxS	NagC		
ybgO	b0716	CdaR	Fur	LexA	rpoH	FlhDC	Fur	Fur		
abrB	b0715	CpxR	MetR	FlhDC	NarL	FlhDC	Fur	FlhDC		
b0703	b0703	Rob	rpoH	CpxR	PhoB	NagC	CpxR	CpxR		
yrfG	b3399	rpoH	GadX	CpxR	rpoH	Fis	IHF	rpoH		
aroB	b3389	Fis	FNR	LexA	Fis	CpxR	FlhDC	Fis		
b2299	b2299	FNR	Lrp	IHF	Fis	IHF	CpxR	IHF		
pta	b2297	FNR	ArcA	CRP	FNR	ArcA	CRP	FNR	ArcA	CRP
ackA	b2296	FruR	ArcA	FNR	ArcA	FNR	CRP	ArcA	FNR	
b2295	b2295	FruR	IHF	rpoH	CpxR	rpoH	FNR	rpoH		
nuoA	b2288	NarL	Fis	IHF	NarL	Fis	ArcA	NarL	Fis	
nuoB	b2287	NarL	Fis	FNR	NarL	Fis	IHF	NarL	Fis	
nuoC	b2286	NarL	Fis	ArcA	NarL	Fis	IHF	NarL	Fis	
nuoE	b2285	NarL	Fis	ArcA	NarL	Fis	IHF	NarL	Fis	
nuoF	b2284	NarL	Fis	ArcA	NarL	Fis	IHF	NarL	Fis	
b1199	b1199	DhaR	Fis	NarL	DhaR	CRP	FNR	DhaR		
nuoG	b2283	NarL	Fis	IHF	NarL	Fis	IHF	NarL	Fis	IHF
ycgC	b1198	DhaR	Fis	CRP	DhaR	CRP	FNR	DhaR	CRP	
nuoH	b2282	NarL	Fis	ArcA	NarL	Fis	IHF	NarL	Fis	
treA	b1197	NtrC	Fis	FNR	NtrC	Nac	PhoB	NtrC		
nuoI	b2281	NarL	Fis	FNR	NarL	Fis	IHF	NarL	Fis	
nuoJ	b2280	NarL	Fis	FNR	NarL	Fis	IHF	NarL	Fis	
ycgR	b1194	FlhDC	CpxR	H-NS	FlhDC	CpxR	FNR	FlhDC	CpxR	
dadX	b1190	Lrp	CRP	FNR	Lrp	CRP	FNR	Lrp	CRP	FNR
cysG	b3368	NarP	FruR	NarL	NarP	FruR	NarL	NarP	FruR	NarL
nirC	b3367	LacI	NarP	UxuR	NarP	NarL	FruR	NarP		
nirD	b3366	AlIR	Cbl	NarP	NarP	NarL	FruR	NarP		
nirB	b3365	NarP	NarL	FruR	NarP	FruR	NarL	NarP	NarL	FruR
yhfC	b3364	CRP	Fis	H-NS	CRP	FNR	Fis	CRP	Fis	
ppiA	b3363	CytR	CpxR	NagC	CpxR	CytR	Fis	CytR	CpxR	
nuoK	b2279	NarL	Fis	FNR	NarL	Fis	ArcA	NarL	Fis	
nuoL	b2278	NarL	Fis	ArcA	NarL	Fis	ArcA	NarL	Fis	ArcA
fic	b3361	NtrC	Fis	H-NS	NtrC	Fis	CRP	NtrC	Fis	
nuoM	b2277	NarL	Fis	ArcA	NarL	Fis	IHF	NarL	Fis	
nuoN	b2276	NarL	Fis	IHF	NarL	Fis	IHF	NarL	Fis	IHF
dadA	b1189	Lrp	CRP	IHF	Lrp	CRP	ArcA	Lrp	CRP	
ycgB	b1188	FNR	NtrC	IHF	NtrC	Fis	CRP	NtrC		
fadR	b1187	BaeR	PhoB	FlhDC	NagC	SoxS	FlhDC	FlhDC		
yfbL	b2271	AgaR	FucR	CsgD	AgaR	NagC	RcsAB	AgaR		
dsbB	b1185	LexA	CpxR	Fur	Fis	Lrp	CpxR	CpxR		
umuC	b1184	LexA	CpxR	CRP	LexA	CRP	ArcA	LexA	CRP	
umuD	b1183	LexA	CpxR	H-NS	LexA	CRP	ArcA	LexA		
secA	b0098	ModE	PdhR	NarL	CpxR	FNR	NarL	NarL		
ycgN	b1181	PhoP	CpxR	RcsAB	SoxS	PhoP	Lrp	PhoP		
lpxC	b0096	rpoH	CpxR	FlhDC	CRP	FNR	CpxR	CpxR		
ftsZ	b0095	RcsAB	GntR	OxyR	RcsAB	CpxR	Lrp	RcsAB		
ftsA	b0094	RcsAB	Fis	H-NS	RcsAB	CpxR	FNR	RcsAB		
ftsQ	b0093	RcsAB	Fis	rpoH	RcsAB	rpoH	CpxR	RcsAB	rpoH	

ddlB	b0092	RcsAB	Fis	rpoH	RcsAB	CpxR	ArgR	RcsAB		
murC	b0091	Fur	Fis	FNR	FlhDC	ArgR	Fur	Fur		
argD	b3359	PhoP	ArgR	CRP	ArgR	PhoP	Lrp	PhoP	ArgR	
crp	b3357	FruR	CRP	PdhR	CRP	Lrp	IHF	CRP		
minC	b1176	H-NS	Fis	CpxR	H-NS	CRP	Lrp	H-NS		
b1170	b1170	CpxR	rpoH	NanR	CpxR	PhoB	PhoP	CpxR		
murE	b0085	ModE	GadE	FlhDC	CpxR	rpoH	FlhDC	FlhDC		
ftsI	b0084	CpxR	IclR	FlhDC	SoxS	FlhDC	Fis	FlhDC		
yabB	b0081	H-NS	GadE	Fis	CpxR	rpoH	Fis	Fis		
fkpA	b3347	LexA	CpxR	FlhDC	CpxR	Fis	FNR	CpxR		
yheN	b3345	ModE	CpxR	LexA	CpxR	Lrp	rpoH	CpxR		
yheL	b3343	rpoH	LexA	CpxR	rpoH	IHF	CRP	rpoH		
rpsL	b3342	FNR	ArcA	Fis	FNR	Fis	CpxR	FNR	Fis	
b2258	b2258	PhoB	H-NS	CpxR	FlhDC	CpxR	LexA	CpxR		
rpsG	b3341	FNR	Fis	ArcA	FNR	Fis	ArcA	FNR	Fis	ArcA
b2257	b2257	NarL	Fur	FlhDC	FlhDC	rpoH	CpxR	FlhDC		
fusA	b3340	ArcA	Fis	FNR	FNR	Fis	ArcA	ArcA	Fis	FNR
b1169	b1169	Fis	FNR	CRP	CpxR	CRP	FNR	FNR	CRP	
b1168	b1168	CpxR	FNR	Fis	CpxR	rpoH	Fis	CpxR	Fis	
ymgA	b1165	CpxR	FNR	IHF	CRP	IHF	Lrp	IHF		
ycgZ	b1164	CpxR	FNR	IHF	IHF	CRP	Fis	IHF		
b1163	b1163	CRP	IHF	Fis	CpxR	FNR	CRP	CRP		
ilvH	b0078	Lrp	OmpR	H-NS	Lrp	H-NS	PurR	Lrp	H-NS	
ilvI	b0077	Lrp	ArgR	GadE	Lrp	H-NS	CRP	Lrp		
leuA	b0074	LeuO	Lrp	CRP	Lrp	CRP	IHF	Lrp	CRP	
leuB	b0073	LeuO	Lrp	CRP	CRP	Lrp	IHF	Lrp	CRP	
leuC	b0072	LeuO	Lrp	CRP	Lrp	CRP	IHF	Lrp	CRP	
leuD	b0071	LeuO	Lrp	CRP	Lrp	CRP	IHF	Lrp	CRP	
tufA	b3339	Fis	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR
bfr	b3336	Fur	Ada	FNR	CRP	ArcA	FNR	FNR		
yheJ	b3332	Rob	SoxS	GntR	RcsAB	YiaJ	GntR	GntR		
b2248	b2248	PhoP	NarL	FlhDC	RcsAB	rpoH	FlhDC	FlhDC		
b2247	b2247	RcsAB	GalR	GalS	NagC	RcsAB	Rob	RcsAB		
b2246	b2246	AlIR	RcsAB	ModE	UxuR	RcsAB	MarA	RcsAB		
yfaD	b2244	CsgD	RcsAB	GadX	RcsAB	rpoH	FlhDC	RcsAB		
glpC	b2243	FlhDC	FNR	ArcA	FlhDC	ArcA	FNR	FlhDC	FNR	ArcA
glpB	b2242	FlhDC	CRP	ArcA	FlhDC	ArcA	FNR	FlhDC	ArcA	
glpA	b2241	FlhDC	FNR	ArcA	FlhDC	ArcA	FNR	FlhDC	FNR	ArcA
glpT	b2240	CRP	ArcA	GlpR	IHF	CRP	FNR	CRP		
yabK	b0067	FhlA	AlIR	NarP	NtrC	NarP	NarL	NarP		
araC	b0064	AraC	DcuR	NarL	AraC	CRP	FNR	AraC		
araB	b0063	AraC	CaiF	MngR	AraC	CRP	H-NS	AraC		
araD	b0061	MngR	AraC	NhaR	CRP	AraC	H-NS	AraC		
polB	b0060	LexA	FlhDC	IHF	LexA	CRP	ArcA	LexA		
glpQ	b2239	GlpR	CRP	FNR	IHF	CRP	FNR	CRP	FNR	
rpsJ	b3321	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR	Fis
inaA	b2237	Rob	MarA	BetI	Rob	SoxS	MarA	Rob	MarA	
rplC	b3320	ArcA	FNR	Fis	ArcA	FNR	Fis	ArcA	FNR	Fis
yfaE	b2236	ArgP	AraC	DnaA	DnaA	Fis	CRP	DnaA		
nrdB	b2235	DnaA	Fis	CRP	Fis	DnaA	CRP	DnaA	Fis	CRP
nrdA	b2234	DnaA	Fis	ArgP	Fis	DnaA	CRP	DnaA	Fis	
gyrA	b2231	Fis	CRP	Lrp	Fis	CRP	PurR	Fis	CRP	
yabO	b0058	OmpR	PurR	rpoH	PurR	IHF	CRP	PurR		
surA	b0053	NarL	Fis	IHF	Fis	H-NS	CRP	Fis		
pdxA	b0052	Fis	FlhDC	NarL	Fis	H-NS	PhoP	Fis		
ksgA	b0051	LexA	Fis	ModE	Fis	NagC	rpoH	Fis		
rplD	b3319	FNR	ArcA	Fis	ArcA	FNR	Fis	FNR	ArcA	Fis
yjiY	b4402	FruR	FNR	CRP	CpxR	H-NS	FNR	FNR		
rplW	b3318	ArcA	FNR	Fis	ArcA	FNR	Fis	ArcA	FNR	Fis

arcA	b4401	FNR	CRP	IHF	FNR	ArcA	CRP	FNR	CRP	
rplB	b3317	FNR	ArcA	Fis	ArcA	FNR	Fis	FNR	ArcA	Fis
rpsS	b3316	ArcA	FNR	Fis	ArcA	FNR	Fis	ArcA	FNR	Fis
rplV	b3315	ArcA	FNR	Fis	ArcA	FNR	Fis	ArcA	FNR	Fis
rpsC	b3314	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR	Fis
rplP	b3313	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR	Fis
b2228	b2228	FruR	NarL	GntR	NagC	GntR	TrpR	GntR		
rplN	b3310	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
lit	b1139	MalT	CaiF	CpxR	CRP	CpxR	rpoH	CpxR		
icdA	b1136	FruR	ArcA	CRP	FruR	ArcA	CRP	FruR	ArcA	CRP
b1134	b1134	PurR	CpxR	rpoH	LexA	PurR	NagC	PurR		
ycfC	b1132	PurR	DgsA	CRP	PurR	FNR	Fis	PurR		
purB	b1131	PurR	CRP	FNR	PurR	Fis	CRP	PurR	CRP	
phoP	b1130	PhoP	PhoB	FNR	PhoP	FNR	CRP	PhoP	FNR	
fixC	b0043	CaiF	NarP	AlIR	AlIR	NtrC	NagC	AlIR		
rplE	b3308	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
rpsN	b3307	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
rpsH	b3306	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
rplF	b3305	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
rplR	b3304	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR	Fis
rpsE	b3303	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
rpmD	b3302	Fis	FNR	ArcA	FNR	ArcA	Fis	Fis	FNR	ArcA
rcsC	b2218	PhoB	PhoP	H-NS	PhoP	PurR	PhoB	PhoB	PhoP	
rplO	b3301	FNR	ArcA	Fis	FNR	ArcA	Fis	FNR	ArcA	Fis
prlA	b3300	FNR	ArcA	Fis	FNR	ArcA	CRP	FNR	ArcA	
yoyN	b2216	CpxR	H-NS	FlhDC	IHF	CRP	FlhDC	FlhDC		
ompC	b2215	OmpR	Lrp	EnvY	Lrp	CpxR	OmpR	OmpR	Lrp	
phoQ	b1129	PhoP	FruR	MtlR	PhoP	Fis	PhoB	PhoP		
ada	b2213	Ada	UidR	UxuR	RcsAB	ArgR	UxuR	UxuR		
mgo	b2211	Fur	IHF	CRP	Fur	FNR	Fis	Fur		
potA	b1126	Fis	CRP	IHF	Fis	CRP	FNR	Fis	CRP	
yoyH	b2210	CRP	FNR	Lrp	ArcA	CRP	IHF	CRP		
potB	b1125	Fis	CRP	IHF	CRP	FNR	Fis	Fis	CRP	
potC	b1124	Fis	CRP	IHF	FNR	CRP	Fis	Fis	CRP	
potD	b1123	FNR	CRP	Fis	CRP	ArcA	Fis	CRP	Fis	
caiB	b0038	CaiF	Rob	HU	AlIR	NtrC	CaiF	CaiF		
caiF	b0034	NarL	H-NS	LexA	NarL	H-NS	FNR	NarL	H-NS	
carB	b0033	ArgR	PurR	IHF	ArgR	PurR	IHF	ArgR	PurR	IHF
carA	b0032	ArgR	PurR	IHF	ArgR	PurR	IHF	ArgR	PurR	IHF
eco	b2209	Lrp	CRP	FNR	Lrp	CRP	FNR	Lrp	CRP	FNR
napF	b2208	GntR	NarP	IscR	NarP	ModE	NarL	NarP		
napD	b2207	NarP	IscR	ModE	NarP	NarL	ModE	NarP	ModE	
napA	b2206	IscR	NarP	ModE	NarP	NarL	FlhDC	NarP		
napG	b2205	NarP	IscR	ModE	NarP	NarL	ModE	NarP	ModE	
napH	b2204	MtlR	MngR	NarP	NarP	ModE	NarL	NarP		
napB	b2203	NarP	IscR	ModE	NarP	NarL	ModE	NarP	ModE	
ycfW	b1118	Rob	SoxS	MarA	SoxS	NarL	PhoP	SoxS		
napC	b2202	Cbl	AscG	NarP	NarP	NarL	FlhDC	NarP		
ycfS	b1113	CpxR	BaeR	Fur	CpxR	CRP	rpoH	CpxR		
ycfR	b1112	IHF	CRP	FNR	CRP	IHF	FNR	IHF	CRP	FNR
ribF	b0025	ArgR	CpxR	GadE	FlhDC	ArgR	H-NS	ArgR		
rpsT	b0023	Fis	FNR	IHF	CRP	Fis	FNR	Fis	FNR	
insA_1	b0022	CpxR	H-NS	Fis	CRP	IHF	Fis	Fis		
ndh	b1109	ArcA	Fis	IHF	Fis	ArcA	FNR	ArcA	Fis	
ycfO	b1107	PhoB	CpxR	NarL	rpoH	CpxR	TyrR	CpxR		
nhaA	b0019	NhaR	H-NS	IHF	H-NS	Fis	FNR	H-NS		
fhuE	b1102	Fur	CRP	IHF	Fur	CRP	IHF	Fur	CRP	IHF
ptsG	b1101	DgsA	ArcA	CRP	DgsA	Fis	ArcA	DgsA	ArcA	
yi81_1	b0016	CRP	ArcA	IHF	CRP	IHF	FNR	CRP	IHF	

dnaJ	b0015	rpoH	CRP	Fis	rpoH	CRP	IHF	rpoH	CRP	
dnaK	b0014	rpoH	IHF	CRP	rpoH	CRP	IHF	rpoH	IHF	CRP
htgA	b0012	rpoH	Rob	SoxS	rpoH	IHF	FNR	rpoH		
thiC	b3994	CRP	IHF	FNR	CRP	Lrp	IHF	CRP	IHF	
thiE	b3993	CRP	Fis	IHF	Lrp	TrpR	CRP	CRP		
thiF	b3992	H-NS	CpxR	Lrp	Lrp	CRP	IHF	Lrp		
thiG	b3991	CRP	IHF	FNR	Lrp	TrpR	CRP	CRP		
talB	b0008	FNR	Fis	FruR	CRP	FNR	ArcA	FNR		
thrC	b0004	IHF	GadE	Lrp	IHF	Lrp	CRP	IHF	Lrp	
thrB	b0003	Lrp	CRP	IHF	Lrp	IHF	CRP	Lrp	CRP	IHF
thrA	b0002	Lrp	IHF	CRP	IHF	CRP	Lrp	Lrp	IHF	CRP
htrC	b3989	rpoH	PhoB	NtrC	rpoH	Rob	LexA	rpoH		
rpoC	b3988	ModE	FNR	FruR	Fis	FNR	ArgR	FNR		
rpoB	b3987	FNR	ArcA	Fis	Fis	FNR	ArcA	FNR	ArcA	Fis
rplJ	b3985	Fis	FNR	CRP	FNR	Fis	ArcA	Fis	FNR	
rplA	b3984	Fis	FNR	CRP	FNR	ArcA	Fis	Fis	FNR	
rplK	b3983	Fis	FNR	CRP	FNR	ArcA	Fis	Fis	FNR	
nusG	b3982	rpoH	H-NS	CpxR	CRP	Fis	H-NS	H-NS		
secE	b3981	ArgR	rpoH	Fis	Fis	ArgR	CRP	ArgR	Fis	
tufB	b3980	Fis	ArcA	FNR	Fis	FNR	ArcA	Fis	ArcA	FNR
b2896	b2896	SoxS	MarA	LexA	SoxS	NarL	CpxR	SoxS		
fldB	b2895	SoxS	NarL	rpoH	SoxS	CpxR	Nac	SoxS		
xerD	b2894	CpxR	GadE	H-NS	CpxR	rpoH	FlhDC	CpxR		
dsbC	b2893	MalT	CpxR	FadR	CpxR	FlhDC	rpoH	CpxR		
prfB	b2891	Fis	FNR	ArcA	Fis	CpxR	FNR	Fis	FNR	
lysS	b2890	FNR	CpxR	MarA	Fis	rpoH	CpxR	CpxR		
murB	b3972	H-NS	Fis	CRP	CpxR	H-NS	FlhDC	H-NS		
ygfU	b2888	GntR	NarL	GalR	RcsAB	AllR	GntR	GntR		
ygfQ	b2884	CusR	AllR	Cbl	AllR	RcsAB	GntR	AllR		
yeaN	b1791	FadR	RcsAB	CytR	UxuR	SoxS	RcsAB	RcsAB		
yeaM	b1790	FlhDC	CpxR	ModE	ArgR	LexA	FlhDC	FlhDC		
murl	b3967	rpoH	Fis	CRP	Lrp	Fis	CpxR	Fis		
btuB	b3966	PhoP	Fur	Fis	CpxR	rpoH	PhoP	PhoP		
trmA	b3965	rpoH	Fis	Nac	rpoH	Fis	CRP	rpoH	Fis	
udhA	b3962	CRP	IHF	ArcA	ArcA	CRP	FNR	CRP	ArcA	
oxyR	b3961	OxyR	H-NS	Fur	OxyR	FruR	SoxS	OxyR		
argH	b3960	ArgR	CRP	IHF	ArgR	PhoP	IHF	ArgR	IHF	
yeaL	b1789	ChbR	NagC	SoxS	PhoB	rpoH	NagC	NagC		
yeaH	b1784	NtrC	Fis	CRP	NtrC	Fis	CRP	NtrC	Fis	CRP
yeaG	b1783	NtrC	Fis	IHF	NtrC	Fis	CRP	NtrC	Fis	
mipA	b1782	FNR	ArcA	CRP	FNR	CRP	IHF	FNR	CRP	
yeaD	b1780	IHF	CRP	Fis	CRP	IHF	FNR	IHF	CRP	
argB	b3959	ArgR	CRP	IHF	ArgR	CRP	IHF	ArgR	CRP	IHF
argC	b3958	ArgR	CRP	IHF	ArgR	PhoP	CRP	ArgR	CRP	
argE	b3957	ArgR	CRP	PurR	ArgR	GadE	NtrC	ArgR		
ppc	b3956	Lrp	CRP	IHF	CRP	FNR	IHF	CRP	IHF	
pflD	b3951	AllR	GntR	LsrR	GntR	CsgD	AgaR	GntR		
b2866	b2866	GntR	FlhA	DeoR	AllR	AgaR	GntR	GntR		
gapA	b1779	FruR	rpoH	CRP	rpoH	FruR	CRP	FruR	rpoH	CRP
yeaA	b1778	Fur	FruR	ArcA	CRP	ArcA	FNR	ArcA		
b1777	b1777	Fur	FNR	CRP	CRP	ArcA	FNR	FNR	CRP	
b1776	b1776	NagC	GlpR	MetJ	NagC	FlhDC	CpxR	NagC		
pgm	b0688	HU	Lrp	GadE	HU	PhoP	SoxS	HU		
seqA	b0687	HU	PhoP	GadE	HU	PhoP	Lrp	HU	PhoP	
b1770	b1770	CpxR	FlhDC	Fis	CpxR	FlhDC	Fis	CpxR	FlhDC	Fis
fldA	b0684	SoxS	FNR	IHF	SoxS	FNR	CRP	SoxS	FNR	
fur	b0683	OxyR	SoxS	LexA	OxyR	SoxS	Fur	OxyR	SoxS	
ybfM	b0681	Lrp	RcsAB	CpxR	NagC	RcsAB	rpoH	RcsAB		
gldA	b3945	FNR	IHF	NarL	NarL	FlhDC	FruR	NarL		

katG	b3942	OxyR	FNR	GadE	OxyR	FNR	IHF	OxyR	FNR	
metF	b3941	MetJ	CRP	PhoP	MetJ	rpoH	CRP	MetJ	CRP	
metL	b3940	MetJ	PhoP	EnvY	MetJ	AlIS	AlIR	MetJ		
ansA	b1767	rpoH	PhoP	SoxS	PhoP	CRP	FNR	PhoP		
nagE	b0679	NagC	CRP	ArcA	NagC	CpxR	CRP	NagC	CRP	
topB	b1763	NtrC	H-NS	rpoH	PhoB	UxuR	rpoH	rpoH		
nagB	b0678	NagC	CRP	PhoP	NagC	NarL	PhoP	NagC	PhoP	
b1762	b1762	FruR	MarA	CpxR	RcsAB	CpxR	Fur	CpxR		
nagA	b0677	NagC	PhoP	CRP	NagC	PhoP	HU	NagC	PhoP	
gdhA	b1761	Nac	CRP	IHF	Nac	CRP	Lrp	Nac	CRP	
nagC	b0676	NagC	PhoP	SdiA	NagC	LexA	HU	NagC		
nagD	b0675	NagC	AppY	NarP	NagC	SoxS	PhoP	NagC		
asnB	b0674	GadX	FNR	CRP	GadX	ArgR	IHF	GadX		
metB	b3939	PhoP	MetJ	MetR	MetJ	PhoP	Fur	PhoP	MetJ	
metJ	b3938	Fur	MetR	rpoH	Fur	IHF	Lrp	Fur		
cytR	b3934	CytR	NanR	FlhDC	CytR	CRP	FNR	CytR		
hslV	b3932	rpoH	CRP	Fis	rpoH	CRP	IHF	rpoH	CRP	
hslU	b3931	rpoH	Fis	CRP	rpoH	CRP	IHF	rpoH	CRP	
menA	b3930	PhoB	Fis	NarL	PhoB	RcsAB	SoxS	PhoB		
yqeF	b2844	CRP	Fis	ArcA	Fis	Rob	FlhDC	Fis		
araE	b2841	AraC	Cbl	ModE	CRP	AraC	H-NS	AraC		
b1755	b1755	FruR	NarL	NtrC	UxuR	SoxS	NarL	NarL		
b1754	b1754	NarP	NarL	PhoB	ArgR	FlhDC	NarL	NarL		
ydjX	b1750	RcsAB	NarL	NikR	FNR	NarL	IHF	NarL		
yleA	b0661	LexA	MalT	rpoH	PurR	Fis	LexA	LexA		
glpF	b3927	GlpR	CRP	ArcA	CRP	GlpR	FNR	GlpR	CRP	
glpK	b3926	CRP	ArcA	FNR	CRP	FNR	IHF	CRP	FNR	
glpX	b3925	FlhDC	IHF	FNR	IHF	FNR	NarL	IHF	FNR	
fpr	b3924	MarA	SoxS	Fur	SoxS	MarA	CRP	MarA	SoxS	
lysA	b2838	FNR	CRP	Lrp	Lrp	MetJ	ArgR	Lrp		
yjiQ	b3920	SoxS	GadE	H-NS	ArgR	SoxS	CpxR	SoxS		
astC	b1748	ArgR	NtrC	CRP	ArgR	NtrC	Lrp	ArgR	NtrC	
astA	b1747	ArgR	NtrC	CRP	ArgR	NtrC	Lrp	ArgR	NtrC	
ygdP	b2830	H-NS	NarL	CpxR	FNR	CpxR	FlhDC	CpxR		
astD	b1746	ArgR	NtrC	FruR	ArgR	NtrC	Lrp	ArgR	NtrC	
astB	b1745	ArgR	NtrC	CRP	ArgR	NtrC	Lrp	ArgR	NtrC	
astE	b1744	ArgR	NtrC	PhoP	ArgR	NtrC	Lrp	ArgR	NtrC	
ybeY	b0659	rpoH	Fis	CRP	rpoH	PhoP	CRP	rpoH	CRP	
spy	b1743	BaeR	CpxR	CRP	BaeR	CpxR	CRP	BaeR	CpxR	CRP
ybeX	b0658	rpoH	Fis	CRP	rpoH	IHF	CRP	rpoH	CRP	
b1742	b1742	CpxR	FlhDC	LexA	FlhDC	CpxR	FNR	CpxR	FlhDC	
nadE	b1740	TyrR	CpxR	FruR	CpxR	CRP	IHF	CpxR		
gltJ	b0654	AraC	FlhDC	PhoB	FlhDC	ArgR	NtrC	FlhDC		
gltK	b0653	AraC	FlhDC	PhoB	FlhDC	NtrC	IHF	FlhDC		
gltL	b0652	FlhDC	rpoH	RbsR	FlhDC	NtrC	Lrp	FlhDC		
sbp	b3917	IHF	CRP	FNR	CysB	FlhDC	IHF	IHF		
pfkA	b3916	FruR	NarL	RbsR	FruR	Fis	FNR	FruR		
b3914	b3914	CpxR	ArcA	CRP	CpxR	CRP	IHF	CpxR	CRP	
b3913	b3913	CpxR	CRP	Fis	CRP	CpxR	IHF	CpxR	CRP	
cpxR	b3912	CpxR	Fur	GadE	CpxR	SoxS	rpoH	CpxR		
thyA	b2827	CpxR	OmpR	rpoH	rpoH	CpxR	Fis	CpxR	rpoH	
ppdB	b2825	AgaR	GntR	Cbl	AgaR	GntR	NagC	AgaR	GntR	
osmE	b1739	Fis	SoxS	IHF	Fis	IHF	CRP	Fis	IHF	
celA	b1738	NagC	ChbR	AlIS	NagC	Fis	IHF	NagC		
celB	b1737	NagC	ChbR	CusR	NagC	PurR	NarL	NagC		
celD	b1735	NagC	ChbR	EvgA	NagC	RcsAB	FlhDC	NagC		
celF	b1734	NagC	ChbR	CusR	NagC	RcsAB	CpxR	NagC		
ydjC	b1733	ChbR	NagC	SoxS	NagC	UxuR	LexA	NagC		
katE	b1732	NtrC	IHF	CRP	H-NS	CRP	IHF	IHF	CRP	

How the deposited data were processed for this re-analysis (not part of the article)

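Transcript changes were measured in Escherichia coli K-12 MG1655 growing in M9 minimal medium with 0.4% glucose, before and 10 min after 1 mM of a single compound was added. The compounds were 17 amino acids and 5 nucleosides, which makes 22 of the paper's 46 conditions. The remaining conditions of the paper, its Affymetrix compendium and its chromatin immunoprecipitation and qPCR experiments were not analysed here.

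The deposited values are the authors' mean log ratios of cDNA microarrays, 1 column per addition and 4065 probes, with the cells before the addition as the reference channel. Their unit is a log ratio whose base is not given in the sources used here, and neither are the background correction, the normalization or any centring. The direction, after over before, follows the labels of the channels. Column medians lay between -0.005 and 0.026, and 0 values were missing. However, 454 of the 3882 named genes span less than 0.1 over the 22 columns, with a median of 10 distinct values where the other genes have 22, and only 16 genes span 0.1 to 0.25. How these values arose is not given in the sources used here. They were kept, and the main results were also computed without them, an alternative chosen after the data were seen. The labels name 2 to 3 biological replicates per column and the series design 2 to 4 with dye swaps. They name 1 dye orientation for 6 additions and both for 16. Whether additions share a sample of cells taken before the addition is not given in the sources used here. Of 231 pairs of columns, 4 had a correlation across genes below -0.3, all with proline (-0.43 with serine, -0.32 with isoleucine, -0.32 with guanosine and -0.30 with cysteine). The proline column was kept as labelled, and results with its sign turned were computed as an alternative, as were results with cytidine and uridine turned. The number of arrays behind each mean limits the precision of every value, and signal over background is not in the values used here.

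Probes were named through the platform annotation, and older names were matched through a reference gene table of assembly ASM584v2, used only for names and for which genes neighbour each other. This gave 3882 genes, of which 3881 could be placed in genome order. The 183 probes without a single gene symbol were not used.

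The RegulonDB matrix used by the paper was replaced by textbook lists of 75 regulators, of which 65 had at least 3 measured genes (536 genes in all). A further 39 lists hold genes of biosynthesis, uptake, breakdown, stress and housekeeping functions, 35 of them with at least 3 measured genes. The lists, the main tests, the first set of alternatives and the rule for naming genes were fixed before the data were examined. Further alternatives and tests were added after the data were seen. The rule named the predicted targets in the paper, the regulators whose transcripts are discussed, the 10 highest and 10 lowest genes for arginine, tryptophan and isoleucine, the highest and the lowest gene of each other addition, the members of the lists of the added compound, and the 10 genes with the lowest adjusted p in each direction between nucleosides and amino acids. SOS genes after cysteine, aromatic genes after phenylalanine, entE and cysJ, and RpoS genes after nucleosides were named after their values were seen.

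A list in a single addition was described by its median, its number of genes below or above 0, and how many of 10000 random lists of the same size were as low or as high. Such a list was counted as beyond random lists when it lay in the lowest or the highest 2.5% of them. Random lists made of runs of neighbouring genes were an alternative. No p-value was given for a single addition.

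The activity of a regulator was the principal eigenvector of the covariance of its list over the 22 columns, with the mean of the list subtracted in each column as in equation 4 of the paper and equal weights, times the square root of the eigenvalue. Its sign was set to go with the mean of the list. The paper states no factor of the eigenvalue, and eigenvectors of length 1 were an alternative. A regulator was active in an addition when its activity lay beyond the two-sided 5% level of a normal distribution fitted to all activities pooled. Network Component Analysis was run by alternating least squares on the 20 regulators with the most measured genes. Profile pairs were counted above a Pearson correlation of 0.70. Gene assignment took the regulon with the highest Gaussian likelihood (equations 3 and 5 of the paper, covariance of rank 1 plus noise) among 59 regulators with enough genes to leave 1 out, and the comparison took the regulator transcript with the highest absolute correlation. Shares carry 95% Wilson intervals, which cover counting error only.

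Correlations across the 22 additions were tested by permutation (100000 resamples, two-sided) with Benjamini-Hochberg adjustment over 60 regulator transcripts or 28 candidate targets. Permutation takes the additions as independent of each other, which the design does not ensure, so the p-values may be too small. Each was repeated within the dye groups and without the 2 farthest additions. For regulator transcripts these were the additions in which the transcript lay farthest from its own median. For candidate targets they were those farthest from the median of the list. Similarity of related compounds was tested by permuting compound names (100000 resamples, one-sided). Nucleosides were compared with amino acids by limma, and lists by camera with its preset correlation of 0.01, each column being 1 sample. The alternatives included the paper's consensus lists of Additional file 3 (61 lists with at least 5 measured genes, so that both the lists and their minimum size changed), covariance without centring, eigenvectors of length 1, scaled or centred columns, Spearman rho, and the 16 columns labelled in both dye orientations. A count or rank was called unchanged within 1.5 times its value, and a share within its Wilson interval.

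On simulated data limma called 0 of 3882 genes when no shift was planted, 92 of 100 genes shifted by 0.5 and 99 of 100 shifted by 1, with 12 false calls in each of the last runs. The activity step returned planted profiles with a median absolute correlation of 0.962, the assignment step returned 88.5% of 469 genes to their planted regulon and 2.35% in noise, and Network Component Analysis gave 0.998. The work used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.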

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

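Several tests in this part were chosen only after the results were seen: the random lists for the regulator pairs, the scaled columns and the dye comparison for isoleucine, and the centring, gene count and direction tests for the RpoS genes, whose list medians were known when the gene count was set. The test without isoleucine and cysteine was set before its result was seen.

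RpoS genes, which protect cells in stationary phase and under stress, differed between the purine nucleosides and cytidine and uridine: the median of 16 such genes was 0.73 with adenosine and 0.68 with guanosine but -0.41 with cytidine and -0.57 with uridine, with thymidine, the other pyrimidine nucleoside, near 0 at -0.09, and dps, a DNA-protecting protein gene, was at 1.34, 1.36, -0.41, -0.87 and -0.06. The weight of a few genes is argued against, since 100% of the list (16 of 16) was higher after both purine nucleosides than after cytidine and uridine, against 25.9% of all genes (16 of 16 and 19.6% with thymidine included). A constant offset between the columns is argued against. The column medians were 0.004 with adenosine, 0.001 with guanosine, -0.002 with cytidine and 0.006 with uridine. The gap between the lower purine nucleoside and the higher of cytidine and uridine was 1.09, before and after centring each column on its median. Centring could hardly move this gap, because the medians were near 0 already. Other differences in centring were not tested. A reversed direction of the cytidine and uridine columns cannot be told apart. Pyrimidine synthesis genes had medians of -0.74 with cytidine and -0.56 with uridine, lower than all of 10000 random lists. In the same order codA of cytosine deaminase was at -1.74 and -1.46. These values go against a reversed direction if added pyrimidines repress the genes, but that repression is assumed. Of the synthesis genes, 75% (6 of 8) lay below 0 after all 4 nucleosides, short of the 80% set for the test. Whether the RpoS genes respond in opposite ways to purine nucleosides and to cytidine and uridine is thus left open, with 1 averaged column per nucleoside.

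Isoleucine had the most active regulators, 21, in the column with the widest spread (SD 0.403). Labelling in 1 dye orientation cannot be told apart, since the median correlation of isoleucine across genes was 0.00851 with the other 5 columns of 1 orientation and 0.272 with the 16 of both, but 0.305 with the 5 when proline, whose direction is uncertain, is turned. A larger spread of the isoleucine column is a candidate explanation for the lead: with columns scaled to the same spread the counts were 9 for isoleucine and 8 for adenosine, and isoleucine was alone first in 38.6% of 10000 resamplings of the regulators. A strong response of the cells to isoleucine would also widen the column, and the design does not separate these.

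The 57 regulator pairs with profiles correlated above 0.70 may come from structure that gene lists of any kind share, since 100 sets of random lists of the same sizes gave a median of 88 pairs. The wide isoleucine and cysteine columns cannot be told apart as the source: without them the random lists gave a median of 47 pairs (range 16 to 169), between the bounds set for the test, and the regulons gave 16 pairs, a number that 100 of 100 random sets reached. Shared regulation of the pairs without common genes was not tested.

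Of 70 groups examined for an addition standing apart from the others, 13 were marked, where chance marks about 1 in 20. Among the 5 nucleosides, thymidine was apart for arginine synthesis (median -0.11, the others -0.86 to -0.79), pyrimidine synthesis (-0.10, the others -0.74 to -0.56) and nucleoside uptake and breakdown (0.18, the others 0.03 to 0.07). Adenosine was apart for branched-chain amino acid transport (0.29, the others -0.13 to -0.02), and cytidine for threonine and serine breakdown (0.03, the others -0.004 to 0.004). These marks take cytidine and uridine as labelled, though their direction is left open, and the marks were not computed with them turned. Were they turned, their medians for arginine and pyrimidine synthesis would lie above 0, and thymidine would lie between the others. Among the 6 additions labelled in 1 dye orientation, isoleucine was apart for the arginine succinyltransferase pathway (0.37), branched-chain amino acid transport (-0.51), methionine synthesis (-0.51), sulfate assimilation (-1.01), purine synthesis (-1.14), pyrimidine synthesis (-1.44) and nucleoside uptake and breakdown (0.27). Alanine was apart in the same group for peptide transport (0.54, the others -0.13 to 0.02).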

How the results depend on the processing

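Alternatives chosen only after the data were seen were the neighbours left out of the assignment, the proline column or the cytidine and uridine columns turned, the runs without isoleucine or cysteine, the runs limited to regulators with a measured transcript, the centred or scaled columns for single genes, and the runs without genes of narrow range. Of 103 alternative values of the main results, 85 stayed within the limits given with the methods, among them every alternative for the arginine and tryptophan lists, for the mean number of active regulators (3.55 to 4.14) and for the rank of isoleucine by active regulators. The pooled level holds the mean number of active regulators near a fixed share, so its alternatives test little. A count was judged by its size alone. With cytidine and uridine turned, camera again called 5 lists, but none of the same ones. With eigenvectors of length 1, ArgR ranked 5 in arginine and TrpR 3 in tryptophan. By mean activity TrpR ranked 4 with the paper's consensus lists and 2 without centring. With the 16 columns of both dye orientations, 3 regulator transcripts followed their regulon (12 with cytidine and uridine turned, at the limit) and 8 lists differed between nucleosides and amino acids. With the cytidine and uridine columns turned limma called 6 genes, and with proline turned camera called 8 lists. With an estimated correlation camera called 1 list. Genes assigned to their own regulon were 17.4% by absolute correlation, 57.4% with the gene kept in its lists, which lets a gene match itself, 47.7% among the more variable genes and 16.6% with neighbours left out. Regulator pairs above 0.70 were 102 by absolute correlation and 141 with the consensus lists. Leaving out each nucleoside in turn gave 1 to 2 genes, with 2 without adenosine and 2 without thymidine, and leaving out isoleucine and cysteine gave 3. Apart from the gene kept in its lists, the cause was not tested. Of 196 alternative values of single genes, 170 were unchanged, 26 moved with the scaled columns and none reversed. Without the 454 genes that span less than 0.1, all 19 values stayed within the limits, with 28.1% of genes assigned to their own regulon and 56 pairs above 0.70. Keeping genes with a value in all 22 columns removed no gene and tests nothing. No paired analysis was possible because each addition is 1 averaged column. The number of arrays per mean limits single genes, and signal over background was not in the values used here.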

Differences from the paper's values

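The values of the paper come from all of its conditions and the RegulonDB matrix, while those given here come from the 22 amino acid and nucleoside additions and textbook lists. The settings other than the main one were set before the data were examined.

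On average 4.09 regulators were active per addition, against the paper's 13 per condition, and the values under all 5 alternatives (3.55 to 4.14) differ from it too. The level is pooled over all activities, so the mean count follows the number of regulators used, which is smaller here. The mean counts are thus not like for like, and the alternatives do not test this difference. For 27.1% of the genes the known regulator was assigned, against the paper's 86%. With the gene kept in its lists the share was 57.4%, just within 1.5 times of 86%. It remained well below 86%, which lies outside its Wilson interval. The absolute correlation (17.4%) and the more variable genes (47.7%) differ by more than 1.5 times. Against the paper's recall of 44% for its method (Table 2), 27.1% and 17.4% differ by more than 1.5 times, and 57.4% and 47.7% do not. The Wilson interval of 47.7% holds 44%, and that of 57.4% lies above it. The 2 are not the same quantity: the paper's recall covers known regulator-gene pairs with lower-ranked regulators also assigned, and the shares here cover genes with a single top regulon or transcript. The same holds for the relevance network. For the relevance network the paper gives a recall of 8%, and the share by regulator transcript was 4.96%. It was 5.15% with Spearman rho, which differs, and 6.49% among the more variable genes, which does not.

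Common targets were found for 10.5% of the regulator pairs above 0.70, against the paper's 55%. The consensus lists, which also have a larger minimum size, gave 46.8%, which does not differ, and absolute correlation (9.80%) and shared genes left out (3.77%) do. Below 0.70 the share was 0.890%, against the paper's 20%, and all alternatives differ, the consensus lists (9.89%) included. The regulators considered were 65, against the paper's 137, and the conditions 22, against the paper's 46. Of 16 ArgR genes, 9 were recovered, against the paper's 21 in a longer list, and the number was 9 with the gene kept in its lists too.

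The number of active regulators with cysteine was 14, against the paper's about 5 in Fig. 2, read by eye, and only the scaled columns (6) do not differ. Cysteine was set beside the figure only after its value was seen. All counts set beside the figure come from fewer regulators than the paper used, so none is like for like. Threonine gave 1, against the paper's about 3 in Fig. 2, read by eye, and glutamate gave 0, against the paper's about 3 in Fig. 2, read by eye. With scaled columns these were 4 and 2, which do not differ, and the other alternatives do. The values for isoleucine (21), glycine (6) and adenosine (8) do not differ, and isoleucine was highest among the amino acids as in the paper. Some alternatives do differ: for isoleucine the scaled columns (9), for glycine the consensus lists (5) and lists of at least 5 genes (5), and with eigenvectors of length 1 all 3 (29, 3 and 5).

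The paper states that the activity of TrpR was higher than that of other regulators. Here MetR was highest by mean absolute activity (0.404), and TrpR ranked 9, or 4 with the consensus lists and 2 without centring. Of the 8 regulators that the paper lists as most frequently active, ArgR, MetR, MetJ, CysB and PurR were active in 5 to 9 of the 22 additions, while GcvA was active in 2, DeoR in 1 and LexA in 1. The paper names FNR as correlated with many regulators, and it had 3 partners here. PhoP, also named, had 2, and OmpR had 9, the most of any regulator. Of LexA, GcvA and FadR, which the paper gives as weakly correlated with others, LexA had 0 partners and GcvA 1, but FadR had 8. The median of the Lrp list joins genes of opposite sign, so a failed test against it does not count against a target. The leuA, leuB and leuC genes and 11 other genes that the paper assigns to Lrp did not pass the test for following the Lrp list over these additions, with pntA passing within the 16 additions labelled in both dye orientations (permutation test, adjusted p = 0.00383). None of the 12 genes named for LexA passed it, and for dinB and rmuC the values vary too little to test. For ArgR, artJ and hisJ did pass. By likelihood, however, the single top regulon of hisJ was GatR, and artJ is not among the genes of the lists assigned here. The paper predicts hisJ as an ArgR target from ranked regulators. In its Additional file 3, ArgR stands after NtrC and IHF for hisJ in 1 data set and is not listed in the other. A single top regulon is thus not like for like.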

Other observations

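The tests of related compounds and of nucleosides against amino acids were set in advance, and the counts over other splits and the runs with the cytidine and uridine columns turned were chosen only after the results were seen, as were the lists singled out below and trpE, aroG, tyrA, entE, cirA and cysJ.

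Genes for breakdown of glycine and alanine had high values with these compounds, and few synthesis lists had their lowest values with their own product. The 3 glycine cleavage genes had a median log ratio of 1.56 with glycine, with gcvP at 1.84. The dadA and dadX genes of alanine breakdown were at 1.78 and 0.99 with alanine, but also at 1.72 and 1.27 with isoleucine and 1.61 and 0.89 with cysteine, and dsdA, which encodes D-serine dehydratase, was the highest gene with serine (0.92), while the 9 genes of threonine and serine breakdown lay within the range of random lists in all 22 additions. Methionine gave the lowest medians of methionine synthesis (-0.84, with metA at -1.92) and of sulfate assimilation (-1.67, with cysJ at -3.08). Sulfate assimilation was also low with cysteine (-0.87, with cysJ at -2.38) and high with glycine (0.65), all 13 genes being above 0. Lysine synthesis was lowest with lysine (-0.29), with lysC at -1.66. Of 23 pairs of a compound and its synthesis list, 3 had the lowest median of the 22 additions with their own compound: tryptophan, lysine and methionine. With phenylalanine, aromatic genes went both ways, with mtr at 2.24, trpE at 1.83 and tyrA at 1.09 but aroG, which encodes the phenylalanine-sensitive entry enzyme, at -1.69. Iron uptake genes were low with cysteine (median -0.62, with entE of enterobactin synthesis at -2.72) and about as low with isoleucine (-0.59, with cirA at -3.01).

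Shared features ran across additions as well. The citric acid cycle list lay below nearly all random lists in 16 of the 22 additions, heat shock in 15 and ATP synthase in 13, and the RpoS list lay above nearly all of them in 11 and below in 8. These counts take the columns as labelled. Cytidine and uridine, whose direction is left open, are among the low additions for the citric acid cycle, heat shock and RpoS lists, as is proline, whose direction is uncertain, for the RpoS list, and the counts with these columns turned were not computed. In all, 410 of 770 medians of a list in an addition lay in the outer 5% of random lists, where 38.5 would by chance for independent genes. Random lists made of runs of neighbouring genes gave 367.

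Chemically related compounds gave more similar responses than other pairs. The mean correlation across genes of 11 related pairs was 0.251, against 0.0995 for the other pairs (permutation test, one-sided, p = 0.00246, and p = 0.0023 with names permuted within the dye groups). The purine nucleosides adenosine and guanosine had r = 0.532, the pyrimidine nucleosides cytidine and uridine 0.480, serine and cysteine 0.416, and isoleucine and valine 0.333. Glutamate and glutamine, an acid and its amide, had 0.0364, and phenylalanine and tryptophan 0.0683. The closest pair of all, cysteine and isoleucine, is not a related one (0.679). Genes are not independent replicates, and a single pair has 1 column for each compound, so no interval can be given for it.

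Between the 5 nucleosides and the 17 amino acids, limma called 1 of 3882 genes, uraA, which encodes the uracil permease, and 257 had an unadjusted p under 0.05. Its mean log ratio was -0.76 (SD 0.27, n = 5) with nucleosides and -0.03 (SD 0.15, n = 17) with amino acids, a difference of -0.73 (SE 0.09, limma adjusted p = 0.000277). Within the additions labelled in both dye orientations the difference was -0.71 (adjusted p = 0.0118 from limma). With the cytidine and uridine columns turned, whose direction is left open, it was 0.02 (limma adjusted p = 0.981), so the call rests on the labelled direction. Of 100 splits of the columns into groups of these sizes, the real one included, 6 called as many genes, and the highest other called 12, so chance is not excluded as the source of the count, and a split that calls many genes points to structure among the columns. By camera 5 of 35 lists differed. Pyrimidine base salvage was lower with nucleosides (adjusted p = 6.18e-06 from camera, adjusted p = 0.0354 with an estimated correlation), with 1 of its 4 genes lower over all genes and 3 lower adjusted over the list alone. Arginine synthesis was lower (adjusted p = 0.000238 from camera, adjusted p = 0.688 with an estimated correlation). Ribosomal proteins were higher (6.94e-05, adjusted p = 0.804 with an estimated correlation), with nucleoside medians above 0 only with cytidine (0.27) and uridine (0.11), against -0.23 with adenosine, -0.11 with guanosine and -0.09 with thymidine. Also higher were histidine synthesis (0.00257, adjusted p = 0.688) and leucine synthesis (0.0205, adjusted p = 0.688). In those 4 lists no gene passed over all genes or adjusted over the list alone. With cytidine and uridine turned, none of the 5 lists passed by camera (adjusted p = 0.34 for pyrimidine base salvage, 0.251 for arginine synthesis, 0.0892 for ribosomal proteins, 0.35 for histidine and 0.449 for leucine synthesis). Instead 5 other lists passed by camera, 4 higher and 1 lower. They were RpoS general stress (adjusted p = 1.91e-07), heat shock (0.000579), the citric acid cycle (0.00657), branched-chain amino acid transport (0.0225) and, lower, glycine cleavage (0.0371). As many lists as with the columns as labelled were called in 66 of 100 splits, and the highest other called 15, so chance is not excluded there either. Between the 6 amino acids labelled in 1 dye orientation and the 11 labelled in both, limma called 0 genes (290 with an unadjusted p under 0.05). Every split reaches a count of 0, so the 100 splits test nothing here, and the highest other called 1.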
